# R-spondin1 Controls Muscle Cell Fusion through Dual Regulation of Antagonistic Wnt Signaling Pathways

**DOI:** 10.1016/j.celrep.2017.02.036

**Published:** 2017-03-07

**Authors:** Floriane Lacour, Elsa Vezin, C. Florian Bentzinger, Marie-Claude Sincennes, Lorenzo Giordani, Arnaud Ferry, Robert Mitchell, Ketan Patel, Michael A. Rudnicki, Marie-Christine Chaboissier, Anne-Amandine Chassot, Fabien Le Grand

**Keywords:** skeletal muscle, canonical Wnt signaling, non-canonical Wnt signaling, R-spondin, regeneration, muscle satellite cell

## Abstract

Wnt-mediated signals are involved in many important steps in mammalian regeneration. In multiple cell types, the R-spondin (Rspo) family of secreted proteins potently activates the canonical Wnt/β-catenin pathway. Here, we identify Rspo1 as a mediator of skeletal muscle tissue repair. First, we show that deletion of *Rspo1* results in global alteration of muscle regeneration kinetics following acute injury. We find that muscle progenitor cells lacking *Rspo1* show delayed differentiation due to reduced activation of Wnt/β-catenin target genes. Furthermore, muscle cells lacking *Rspo1* have a fusion phenotype leading to larger myotubes containing supernumerary nuclei both in vitro and in vivo. The increase in muscle fusion was dependent on downregulation of Wnt/β-catenin and upregulation of non-canonical Wnt7a/Fzd7/Rac1 signaling. We conclude that reciprocal control of antagonistic Wnt signaling pathways by Rspo1 in muscle stem cell progeny is a key step ensuring normal tissue architecture restoration following acute damage.

## Highlights

• Rspo1 controls muscle regeneration
• Absence of Rspo1 lowers Wnt/β-catenin signaling in muscle progenitor cells
• Rspo1 limits cell fusion in vitro and in vivo
• Non-canonical Wnt7a/Fzd7/Rac1 signaling is augmented in Rspo1-null cells

## Introduction

Adult muscle stem cells, called satellite cells (MuSCs), located around the differentiated myofibers exist in a quiescent state and are readily identified through the expression of the paired-box transcription factor Pax7 (Seale et al., 2000). Following injury to the host myofibers, they become activated and proliferate to give rise to muscle progenitor cells expressing the myogenic regulatory factors MyoD and Myogenin that act to promote differentiation (Chargé and Rudnicki, 2004). Differentiating myocytes will fuse together to form myotubes that eventually mature into new myofibers. Myocyte differentiation and fusion processes are highly regulated (Abmayr and Pavlath, 2012). Abnormal fusion can lead to the formation of giant, albeit disorganized, myofibers (Charrin et al., 2013) while a reduction in myocyte fusion potentially results in smaller muscles with myofibers containing fewer nuclei (Horsley et al., 2003). This is exemplified in skeletal muscle pathologies such as Duchenne muscle dystrophy (DMD). In dystrophic muscles, the continuous regeneration process leads to the formation of abnormal fibers, termed branched or split fibers, which are more prone to damage during contraction (Chan et al., 2007), lack force generation, and contribute to the disease progression (Head, 2010).

The Wnt signaling pathways are crucial regulators of myogenesis (von Maltzahn et al., 2012). The canonical Wnt/β-catenin pathway is required for muscle progenitor cell differentiation and plays a key role in skeletal muscle development (Borello et al., 2006, Anakwe et al., 2003) and repair following injury (Brack et al., 2009, Parisi et al., 2015). The non-canonical Wnt7a/Fzd7 signaling pathway plays a central role in three other aspects of muscle regeneration, namely, promoting the symmetric expansion of satellite stem cells through the planar cell polarity (PCP) pathway (Le Grand et al., 2009), enhancing MuSCs and myoblast migration (Bentzinger et al., 2014), and activating the anabolic Akt growth pathway in myofibers (von Maltzahn et al., 2011).

In many tissues, the activation of both canonical (Carmon et al., 2011) and non-canonical (Glinka et al., 2011) Wnt pathways is regulated by R-spondins. The R-spondin family of secreted proteins is comprised of four members (RSPO1–RSPO4) (de Lau et al., 2012). Each R-spondin has its own expression pattern and properties. R-spondins interact with leucine-rich repeat-containing G protein-coupled receptors (*LGR*) (de Lau et al., 2011) and potentiate Wnt signaling pathways by neutralizing the E3 ligases RNF43 and ZNRF3 that normally act to remove Wnt receptors from the surfaces of stem cells (Koo et al., 2012, Hao et al., 2012).

A number of studies reported the essential roles played by R-spondins during both embryonic development and adult tissue homeostasis or repair. For example, *Rspo1* is required for female sexual development and *Rspo1-null* mice show masculinized gonads (Parma et al., 2006, Chassot et al., 2008). In adult tissues, RSPO1 promotes growth of the intestinal epithelium (Kim et al., 2005), is a pancreatic beta-cell growth factor (Wong et al., 2010), and drives liver stem cell expansion (Huch et al., 2013). To date, the role of R-spondins in regenerative myogenesis remains unclear. *Rspo1*, *Rspo2*, and *Rspo3* were shown to be expressed by proliferating primary myoblasts, but only *Rpso1* and *Rspo3* were upregulated by the differentiation program (Han et al., 2011). A recent report documented that *Rspo1* transcription was strongly upregulated in primary myoblasts overexpressing Pax7 (Soleimani et al., 2012). We hence aimed to identify the function of *Rspo1* in steady-state muscle as well as during regeneration.

## Results

### Muscle Satellite Cells Express the Pax7 Target Gene *Rspo1*

To profile Rspo1 expression in adult MuSCs, we performed immunocytochemical analysis for PAX7 and RSPO1 on myofibers isolated from extensor digitorum longus (EDL) muscles. We found that quiescent MuSCs expressed RSPO1 protein and that its expression increased following their activation (24 hr after isolation) (Figure 1A). Of note, RSPO1 was mostly cytoplasmic in quiescent MuSCs but appeared both in the cytoplasm and nucleus in activated MuSCs. In vitro analysis confirmed the expression of RSPO1 by differentiating primary muscle cells (Figure 1B).

We next tested if *Rspo1* is a direct target of Pax7 in adult myogenic cells. To this end, we determined, by chromatin immunoprecipitation (ChIP), whether PAX7 proteins interact with a putative binding site localized 35 kb upstream of *Rspo1* gene identified by ChIP coupled with deep sequencing (Soleimani et al., 2012). ChIP assays were performed using primary myogenic cell cultures expressing Pax7-Flag. They demonstrated that PAX7 proteins were bound to the *Rspo1* gene upstream regulatory region as well as to the positive controls (*Myf5* −111 kb and −57 kb enhancer regions), as relative to a mock IP and to the negative controls (Figure 1C) in muscle progenitor cells.

### *Rspo1* Is Not Required for Muscle Tissue Formation

We next investigated whether Rspo1 plays a role in the adult skeletal muscle tissue using *Rspo1* loss-of-function mice (Chassot et al., 2008). We did not observe any phenotypic difference in skeletal muscle histology (Figure S1A) and weights (Figure S1B) of young adult (8-week-old) *Rspo1-null* compared to control mice (controls are wild-type and *Rspo1*-*heterozygous* mice). In tibialis anterior (TA) muscles, loss of *Rspo1* expression did not alter the number of myofibers (Figure S1C), their size (Figure S1D), or cross-sectional area (CSA) (Figure S1E). In agreement with these findings, quantification of the number of myonuclei per myofiber (Figure S1F) and of the entire muscle CSA (Figure S1G) did not show any significant difference between the two genotypes. Furthermore, *Rspo1*-*null* and control animals showed similar number of Pax7-expressing MuSCs in cryosections of TA (Figure S1H), soleus, gastrocnemius, and triceps (data not shown). Immunocytochemical analysis for PAX7 and RSPO1 on *Rspo1-null* myofibers validated the specificity of the Rspo1 antibody (Figure S1I). These results show that *Rspo1* is not required for myofiber formation, cellular organization, nor for the establishment of the MuSC population.

### *Rspo1* Regulates Skeletal Muscle Tissue Regeneration

To investigate the role of *Rspo1* in skeletal muscle regeneration, we injured TA muscles of control and *Rspo1*-*null* mice with cardiotoxin injection. During the early phase of tissue regeneration at 4 days post-injury (d.p.i.) (Figure 2A), the number of Pax7^+^ progenitors was similar between control and *Rspo1*-*null* muscles (Figure 2B), but *Rspo1*-*null* muscles contained decreased numbers of Myogenin^+^-differentiating cells (Figure 2C) and of nuclei incorporated into myotubes (Figure 2D). This suggests a delay in the differentiation process. Later, at 7 d.p.i., (Figure 2E), newly formed myofibers were of a similar caliber in both genotypes (Figure 2F), but the number of Myogenin^+^ cells inside myofibers was increased in *Rspo1-null* muscles (Figure 2G), suggesting a compensatory enhancement of fusion in *Rspo1-null* muscles. At this time point, the number of Pax7^+^ progenitors remained similar between *Rspo1-null* and control muscles (Figure 2H). In this experimental setup, we did not observe any significant differences between male and female animals (Figure S2).

We next analyzed the morphology and cellular composition of fully regenerated muscles 62 d.p.i. (Figure 2I). Strikingly, regenerated *Rspo1*-null muscles were larger (Figures 2J) and heavier (Figure 2K) compared to control muscles. Regenerated *Rspo1-null* muscles were composed of larger myofibers (Figures 2L and 2M) containing a higher number of myonuclei (Figures 2N and 2O). Interestingly, quantification of sub-laminar MuSCs did not show any difference between both genotypes at 62 d.p.i.. To determine if improved muscle cell fusion resulted in functional changes, we compared the contractile properties of regenerated muscle in situ using an index of fatigue resistance (Figure 2P) and specific maximal force, a marker of force production capacity (Figure 2Q). These experiments indicate that regenerated Rspo1-null muscles, while composed of larger myofibers containing more myonuclei, are functional, because we found no reductions in the performed assays. Taken together, our results suggest that *Rspo1* is required for the proper timing of myogenic progenitor cells differentiation following injury and inhibits fusion in vivo.

### *Rspo1* Does Not Influence Primary Myoblasts Proliferation

To further analyze the behavior of muscle cells devoid of *Rspo1*, we cultured primary myoblasts expanded from MuSCs sorted by magnetic-activated cell sorting (MACS). *Rspo1*-*null* cells showed standard morphology and expressed the muscle progenitor marker M-CADHERIN (Figure S3A) (Cornelison and Wold, 1997). While proliferating, control and *Rspo1*-*null* myoblasts expressed similar levels of *Pax7* transcript (Figure S2C) and more than 98% of the cells expressed PAX7 protein (Figure S3B). Immunostainings for the mitosis marker phospho-HIST1H3 (Figure S3D) and the cell-cycle marker MKI67 (Figure S3E) did not reveal any differences in proliferation between *Rspo1 null* and control cells. Likewise, quantification of the proportion of cells engaged in S-phase by 5-ethynyl-2′-deoxyuridine (EdU) incorporation assay (Figure S3F) did not show any difference between control and *Rspo1*-null cells in either high serum (Figure S3G) or low serum (Figure S3H) culture conditions. Our results demonstrate that *Rspo1* is not required for myogenic progenitor expansion from MuSCs.

### *Rspo1* Positively Controls Muscle Cell Differentiation through the Canonical Wnt/β-Catenin Pathway

We further induced *Rspo1-null* and control primary myoblasts to differentiate in vitro and quantified the number of myocytes expressing MYOGENIN at different time points (Figure 3A). Similar to our in vivo observations, *Rspo1*-*null* myocytes showed a significant differentiation delay compensated after 2 days in differentiation medium (Figure 3B). 

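Gene expression of myocytes derived from muscle stem cells of Rspo1-null and wild-type mice was measured on Affymetrix GeneChip Mouse Gene 2.1 ST arrays, with 2 arrays for each genotype and 4 arrays in all. The samples' labels place the cells at 24 h of differentiation, a time that the text of the paper does not give for the arrays. Rspo1, the targeted gene, had log2 values of 5.71 and 5.84 in the arrays labelled wild-type 1 and 2 and of 5.29 and 5.33 in the arrays labelled Rspo1-null 1 and 2. Its log2 difference, Rspo1-null minus wild-type, was -0.46 (standard error 0.15, adjusted p = 0.999 from limma), and the unadjusted p of the same fit was 0.0286. This call was lost with an intensity trend (unadjusted p = 0.0569 from limma), with the replicate block (0.0664) and in 3 of 4 fits that left out 1 array. The Rspo1-null arrays thus kept a signal above the background level of 4.69, and whether the probes lie in the deleted part of the gene is not given in the sources used here, so this signal checks the labels only in part. Xist, which is transcribed from the inactive X chromosome of females, had values of 10.39 and 10.38 in the arrays labelled wild-type 2 and Rspo1-null 1 and of 4.35 and 4.07 in the arrays labelled wild-type 1 and Rspo1-null 2. The Y-linked gene Eif2s3y had values of 8.19 and 8.51 in the latter pair and of 2.60 and 3.50 in the former, so that each genotype holds 1 array with Xist and 1 array with Y-linked transcripts. Across all genes, which are not independent replicates, Pearson's r was 0.988 between the arrays labelled wild-type 2 and Rspo1-null 1 and 0.981 between those labelled wild-type 1 and Rspo1-null 2, against 0.975 between both wild-type arrays and 0.979 between both Rspo1-null arrays.
The authors deposited log2 values normalized by RMA, 1 for each gene and array, and the medians of the 4 arrays lay between 4.62 and 4.70. Of 24973 rows, 24015 were paired with 1 gene symbol, 958 were not named here and none had several symbols, which left 24011 genes to test. The genotypes were compared with limma on the log2 values, with Benjamini-Hochberg adjustment. A gene was called dim when both genotype means lay below 4.69, the 95th percentile of 1370 olfactory and vomeronasal receptor genes, and 48.9% of the genes were dim. The number of arrays limits the precision of every value. The paper and the labels differ in the kit used to prepare the arrays' targets, the number of passages and the FGF dose of the cultures, and the paper's controls include heterozygous animals where the labels name wild-type animals.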

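No gene passed an adjusted p of 0.05 between the arrays labelled Rspo1-null and wild-type in limma, and the methods' test gave 0 genes after the same adjustment, which says nothing here, since with 2 arrays a group it passed 0 simulated changes of any size tested. At an unadjusted p under 0.05, limma gave 760 genes, 288 higher and 472 lower in the Rspo1-null arrays, where 5% of the tested genes would be 1201, and the methods' test gave 1139. With sex as a block, chosen after seeing the data, since arrays of one sex deviate alike across genotypes (correlation of the deviations 0.358), limma gave 1284, 605 higher and 679 lower, with 0 past the adjusted threshold. After median centring the split was 435 higher and 317 lower, and after cyclic loess 346 higher and 337 lower. The genes named next were taken from those past the unadjusted threshold, since none passed the adjusted one. The paper's animals are on a mixed strain background, and differences of strain between the donors were not tested. The changes named next can therefore not be tied to the loss of Rspo1. Prr32, a gene of the X chromosome, had the lowest adjusted p, 0.0711, with log2 values of 8.61 and 8.83 in the wild-type arrays and 3.40 and 3.74 in the Rspo1-null arrays. The latter lie below the background level of 4.69, so Prr32 was lower by at least 4.03 against that level. Igfbp5, an insulin-like growth factor binding protein, had a log2 difference of -1.67 (standard error 0.21; -1.86 to -1.47 when 1 array was left out, as are the ranges that follow). Selp, which encodes P-selectin, had -2.22 (standard error 0.69; -3.20 to -1.24), and Gm5797 -1.68 (standard error 0.38; -2.22 to -1.15). Timp3, an inhibitor of metalloproteinases, had -1.85 (standard error 0.54; -2.44 to -1.25), with 1 of its 2 Rspo1-null arrays and the Rspo1-null mean of 4.27 below background. Dcaf12l1, Marchf11, Gm3428, Olfr128 and Tspan32 completed the 10 decreases, with both Rspo1-null arrays below background; their differences are bounds, at least 0.0631 (Olfr128) to at least 1.39 (Marchf11) lower, and the background sets their order. With 1 array left out the bound of Marchf11 ranged from 0.512 to 2.28, and that of Olfr128 was lost. Among the genes with higher values in the Rspo1-null arrays, Tfpi, the tissue factor pathway inhibitor, was at least 2.07 higher, with both wild-type arrays below background, Trbc2, a T cell receptor constant segment, had 2.78 (standard error 0.34; 2.38 to 3.19), and Grem1, a secreted BMP antagonist, 2.31 (standard error 0.81; 1.14 to 3.48), with 1 of its 2 wild-type arrays below background. Trbj2-3, Alcam, Gm15128, Scd1, Cdh11 and Rpl34 had differences between 1.43 and 1.86, and between 0.85 (Cdh11) and 2.39 (Trbj2-3) when 1 array was left out, where Gm15128 and Scd1 each had 1 of 2 wild-type arrays below background and the wild-type mean of Scd1, 4.58, lay below it too, and Adgrg3, with both wild-type arrays and 1 Rspo1-null array below background, had a bound of 0.259 that was lost without the array labelled Rspo1-null 1. The groups did not overlap in 31.2% of the genes, where chance gives 33.3% for 2 arrays against 2.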

To understand the molecular mechanisms regulated by Rspo1 in muscle cells, we analyzed gene expression of *Rspo1*-*null* and control myocytes using Affymetrix microarrays. 

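In the muscle genes of Figure 3C, no difference between the arrays labelled Rspo1-null and wild-type passed the spread between arrays of one label in the fit without a block. The bars of Figures 3C and 3F, read by eye, follow another grouping of the same arrays. With the arrays labelled wild-type 2 and Rspo1-null 1 against the others, all 26 bars were met within a fold change of 0.1. This grouping was chosen after seeing the values, and the bars do not show which arrays carry the null genotype. Of the 19 muscle genes of Figure 3C, which the study chose on these samples, 12 had a higher and 7 a lower mean in the Rspo1-null arrays. Their median log2 difference was 0.18, with a range from -0.38 to 0.40 when 1 array was left out. The paper's bars for these genes go both ways, from about 3.7 for Myf5 to about -4.5 for Myh1. The counts and the median thus mix genes that the paper gives as higher with genes that it gives as lower. In limma 0 of the 19 passed an unadjusted p of 0.05 or adjusted over the list alone. Myh1, a fast myosin heavy chain, had 8.71 ± 1.86 (SD, n = 2) in the wild-type and 9.27 ± 1.22 (SD, n = 2) in the Rspo1-null arrays. Myog, the transcription factor myogenin, had 10.32 ± 1.06 and 10.83 ± 1.23, and Myf5, a factor of myoblasts, 7.08 ± 1.65 and 7.51 ± 0.99. All 19 genes parted the arrays by sex-linked transcripts. In 14 of them both arrays with Xist lay below both arrays with Y-linked transcripts, and in 5 they lay above. The study chose these genes and its bars follow this grouping, so this parting is no independent evidence of a tie to sex. Myog had 9.56 and 9.96 in the arrays with Xist, labelled wild-type 2 and Rspo1-null 1, and 11.07 and 11.70 in the arrays labelled wild-type 1 and Rspo1-null 2. Within the arrays with Xist its difference, Rspo1-null minus wild-type, was 0.39, and within the arrays with Y-linked transcripts it was 0.63. With sex as a block, chosen after seeing the data, Myog and Mdfi, an inhibitor of MyoD family factors, passed an unadjusted p of 0.05 in limma (0.0286 and 0.0389), both higher in the Rspo1-null arrays, and no gene passed the adjusted threshold. Mdfi had a difference of 0.34 within the arrays with Xist and 0.59 within the others. The sex block is the grouping that the bars follow, so under an exchange of labels it would take out the genotype itself.
Of 50 further genes of the sarcomere, fixed before the data were examined, 24 had a higher and 26 a lower mean in the Rspo1-null arrays, and the median difference was -0.01 (adjusted p = 0.711 from limma camera). Mybpc2, a myosin binding protein, was the 1 member past an unadjusted p of 0.05, with -0.60, and it was dim. In 40 of the 50 both arrays with Xist lay below both others. Ckm, the muscle creatine kinase, had 8.92 and 8.16 in the arrays labelled wild-type 1 and Rspo1-null 2 and 5.55 and 6.06 in those labelled wild-type 2 and Rspo1-null 1. Of 36 genes of excitation-contraction coupling, 0 passed an unadjusted p of 0.05, and 32 were lower in both arrays with Xist. The median difference was 0.00 (camera adjusted p = 0.647), with a range from -0.43 to 0.41 when 1 array was left out. Without the array labelled wild-type 1 the median of the sarcomere genes was 0.57, and without the array labelled Rspo1-null 2 it was -0.32. List calls in these fits rest on the preset correlation and were lost with an estimated one, chosen for these fits after seeing the data. That correlation is estimated from the difference between 2 arrays of the same label, so the loss is no independent check.

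**Figure D1:**
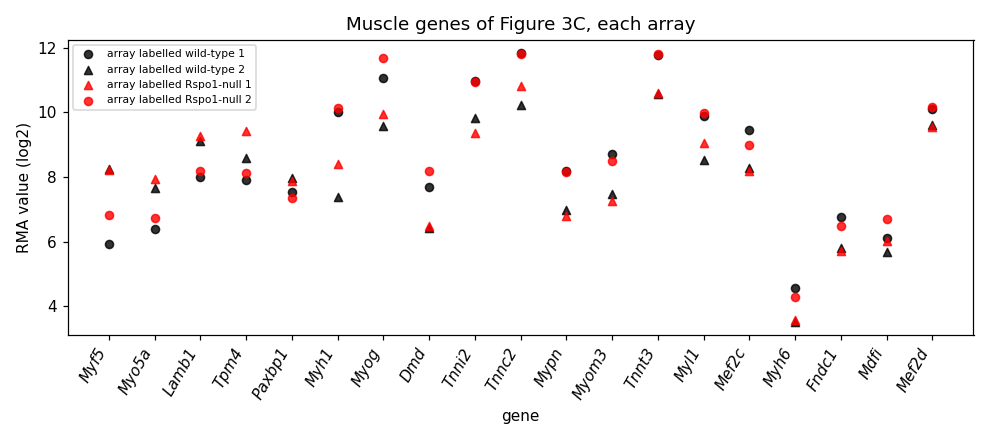
RMA values on the log2 scale (vertical axis) of the 19 muscle genes of Figure 3C (horizontal axis) in each of the 4 arrays. Black marks are arrays labelled wild-type and red marks arrays labelled Rspo1-null. Triangles are the arrays with Xist and circles those with Y-linked transcripts, and in all 19 genes the triangles lie on one side of the circles. The study chose these genes, and its bars follow this grouping.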

The expression data identified downregulation of a large number of genes implicated in skeletal myogenesis in *Rspo1*-*null* cells (Figure 3C). The Ingenuity Pathway Analysis (IPA) software identified MyoD as the most prominent downregulated upstream regulator (Figure 3D). 

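Myod1, which encodes MyoD, had log2 values of 10.07 and 9.87 in the arrays labelled wild-type 1 and 2 and of 10.07 and 10.34 in the arrays labelled Rspo1-null 1 and 2, a difference of 0.23 (standard error 0.18, adjusted p = 0.999 from limma). Of 36 genes that MyoD is known to activate, fixed before the data were examined, 23 had a higher and 13 a lower mean in the Rspo1-null arrays, 0 passed an unadjusted p of 0.05, and the median difference was 0.09 (camera adjusted p = 0.512, and adjusted p = 0.932 with an estimated correlation). In 31 of the 36 both arrays with Xist lay below both arrays with Y-linked transcripts, the grouping that the bars of Figure 3C follow. This parting is in part fixed in advance, since Myog, Mef2c, Myl1, Tnni2, Tnnc2 and Tnnt3 are also genes of Figure 3C. Other members, such as Ckm and Chrna1, are also in the sarcomere or excitation-contraction lists. Without the array labelled Rspo1-null 1 the median of the 36 genes was 0.56, and without the array labelled Rspo1-null 2 it was -0.27. List calls in these fits were lost with an estimated correlation, chosen for them after seeing the data, which is no independent check with so few arrays. Srf and Nupr1, further regulators in Figure 3D, had differences of 0.27 (standard error 0.30) and -0.25 (standard error 0.33). Of 25 target genes of SRF, only Zyx, which encodes the focal adhesion protein zyxin, passed an unadjusted p of 0.05, with 0.57 (standard error 0.14). The list's median was 0.11 (camera adjusted p = 0.506), with a range from -0.012 to 0.27 when 1 array was left out. Of 20 genes of the ATF4 and Nupr1 stress response, 0 passed, with a median of 0.05 (camera adjusted p = 0.632). The pathway analysis software and its knowledge base were not used here. From its analysis of upstream regulators, the paper states that MyoD is the foremost downregulated regulator in Rspo1-null cells, and it then reports lower MyoD expression by qRT-PCR.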

We further validated the downregulation of *MyoD* expression by qRT-PCR (Figure 3E).

The transcriptome analysis further highlighted a downregulation in the expression of a set of genes implicated in canonical Wnt pathway in *Rspo1-null* cells (Figure 3F). 

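In genes of the canonical Wnt pathway other than Rspo1, no difference between the arrays labelled Rspo1-null and wild-type passed an unadjusted p of 0.05 in the fit without a block. Of the 7 genes of Figure 3F, which the study chose on these samples, 0 passed an unadjusted p of 0.05 or adjusted over the list alone in limma, and the median log2 difference was 0.03, with a range from -0.37 to 0.14 when 1 array was left out. Fst, the activin antagonist follistatin, had 8.71 ± 0.67 (SD, n = 2) in the wild-type and 8.81 ± 0.62 (SD, n = 2) in the Rspo1-null arrays. Gja5, a gap junction protein, had 6.99 ± 0.78 and 7.07 ± 1.27, and Porcn, the acyltransferase that Wnt ligands need for secretion, 8.22 ± 0.88 and 8.10 ± 0.64. Ctnnb1, which encodes β-catenin, had 8.94 ± 0.31 and 9.02 ± 0.05. Wnt6 and Wnt1 were dim. In 6 of the 7 genes both arrays with Xist lay below both arrays with Y-linked transcripts. The paper's bars for the 7 genes lie within a fold change of 0.1 of this grouping. Those of Ctnnb1 and Wnt1 lie within 0.1 of the labels too, and the other bars do not. The parting is therefore no independent evidence of a tie to sex. Which arrays carry the null genotype is not shown by the bars. Gja5 had 6.44 and 6.17 in the arrays labelled wild-type 2 and Rspo1-null 1 and 7.54 and 7.97 in those labelled wild-type 1 and Rspo1-null 2.
Of 37 target genes of β-catenin, fixed before the data were examined, 15 had a higher and 22 a lower mean in the Rspo1-null arrays, 0 passed an unadjusted p of 0.05, and the median was -0.04 (camera adjusted p = 0.71), with a range from -0.19 to -0.03 when 1 array was left out; 17 were dim, among them Axin2, with -0.32 (standard error 0.22), and Bmp2, with -0.32 (standard error 0.19). Tgfb2 had -0.32 (standard error 0.44) and Lef1 -0.29 (standard error 0.35). Of 46 components of the pathway, only Rspo1 itself passed an unadjusted p of 0.05, and the median was 0.02 (camera adjusted p = 0.632).

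**Figure D2:**
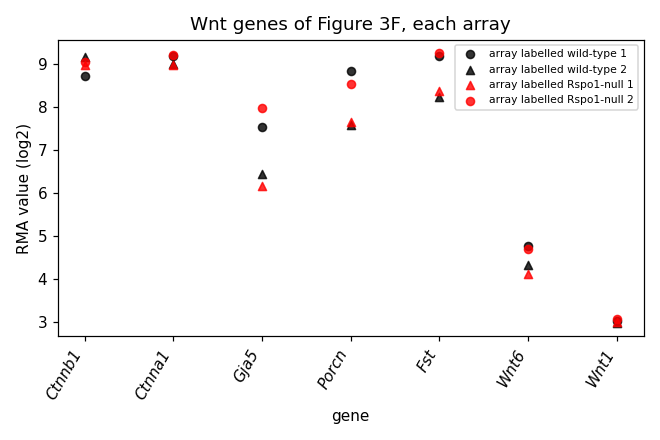
RMA values on the log2 scale (vertical axis) of the 7 Wnt genes of Figure 3F (horizontal axis) in each of the 4 arrays. Black marks are arrays labelled wild-type and red marks arrays labelled Rspo1-null. Triangles are the arrays with Xist and circles those with Y-linked transcripts, and in Gja5, Porcn and Fst the triangles lie below the circles. The study chose these genes, and its bars follow this grouping.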

We validated reduced expression levels of the β-catenin target genes *Fst* (Figure 3G) and *Bmp2* (Figure 3H) by qRT-PCR. We then investigated if Wnt/β-catenin target genes expressions could be induced in *Rspo1*-*null* cells following exogenous ligand stimulation. Following WNT3A protein treatment, control myocytes exhibited elevated expression of the β-catenin responsive genes *Fst*, *Gja5*, and *Tgfb2* (Figures 3I, 3K, and 3M) (Rudolf et al., 2016). In contrast, *Rspo1*-*null* myocytes did not respond to exogenous WNT3A stimulation (Figures 3J, 3L, and 3N). Quantification of active-β-CATENIN proteins in nuclear and cytoplasmic fractions (Figure 3O) showed that β-CATENIN was de-phosphorylated and translocated to the nuclei following WNT3A stimulation only in control cells (Figure 3P). Because activation of Wnt/β-catenin signaling is required in muscle progenitor cells to support differentiation (Rudolf et al., 2016), we hypothesized that a lack of β-CATENIN activation in *Rspo1-null* myocytes could explain the observed delay in differentiation. To stabilize β-CATENIN proteins in muscle cells, independently of the extracellular ligands, we used the small molecule CHIR99021 to inhibit GSK3 and subsequently the β-catenin destruction complex. Quantification of the number of differentiated cells showed that CHIR99021-mediated activation of the Wnt/β-catenin pathway, which acts downstream of the receptor, restored a control state of differentiation in *Rspo1-null* cells (Figure 3Q). Moreover, treatment of *Rspo1-null* myoblasts with CHIR99021 rescued the expression of the β-catenin target genes (Figure S4). Taken together, our data suggest that RSPO1 is required for the activation of the canonical Wnt pathway during myogenic differentiation.

### *Rspo1* Limits Cell Fusion

We next investigated muscle cell fusion in *Rspo1-null* and control primary myocytes. After 4 days in differentiation media, control myocytes fused and generated both small and large myotubes, while *Rspo1*-*null* cells generated much larger syncytia (Figure 4A). Consequently, the number of myotubes per surface was reduced in *Rspo1*-*null* cultures (Figure 4B), and the average diameter of *Rspo1-null* myotubes was higher compared to control myotubes (Figure 4C). Graphical distribution of myotube size further demonstrated that this increase was homogeneous and not due to the appearance of a specific sub-population (Figure 4D). Importantly, while the percentage of nuclei that underwent fusion was similar in cultures of both genotypes (Figure 4E), we observed a significantly higher proportion of myotubes containing more than seven nuclei in *Rspo1*-*null* cultures (Figure 4F). We next treated myocytes after 24 hr of differentiation with CHIR99021 and let them fuse for 2 more days in vitro. CHIR99021 treatment completely abolished muscle cell fusion of both control and *Rspo1-null* cells (Figures 4G and 4H). These observations indicate that even though canonical Wnt signaling is required for proper commitment to the differentiated state, it is inhibitory for myocyte fusion. Our results indicate that *Rspo1* negatively regulates muscle cell fusion and that its absence leads to the generation of larger myotubes containing more nuclei.

### *Rspo1* Negatively Regulates the Non-canonical Wnt7a/Fzd7 Pathway

Our data suggest that Rspo1 has contradictory roles in muscle progenitor cell differentiation and fusion. We thus hypothesized that *Rspo1* depletion could also impact the non-canonical Wnt pathway. It is known that WNT7A stimulates the migration of MuSCs and primary myoblasts through RAC1 activation (Bentzinger et al., 2014). We thus validated that WNT7A stimulation of wild-type differentiating myocytes results in enhancement of muscle fusion, as shown by increased myotube size (Figure S5A) and a higher number of myonuclei (Figures S5B and S5C). As such, upregulation of non-canonical Wnt7a signaling could explain the increased fusion we observed in *Rspo1-null* muscle cells.

To test this hypothesis, we performed scratch-wound assays (Figure 5A) and observed that *Rspo1* deficiency increased myocyte migration (Figure 5B). Time-lapse imaging on single myofibers (Otto et al., 2011) showed that *Rspo1-null* MuSCs has lower velocity than control cells (Figure 5C). Interestingly, time-lapse imaging of myocytes in wound assays revealed that *Rspo1* deficiency significantly increased both the mean velocity (Figure 5D) and the minimum speed (Figure 5E) of migrating cells. These results indicate that *Rspo1* inhibits the motility of myogenic progenitor cells, but not MuSCs, during directed migration.

The major receptor of WNT7A in myogenic cells is FRIZZLED7 (FZD7) (Le Grand et al., 2009) that accumulates at the periphery of moving cells during migration (Bentzinger et al., 2014). Immunolocalization of FZD7 in primary myocytes demonstrated that while few cells show FZD7 accumulation in control and WNT3A-treated conditions, FZD7 staining appeared polarized in both WNT7A-treated cells and *Rspo1-null* cells (2-fold increase) (Figure 5F). We also observed a slight increase in *Fzd7* gene expression in *Rspo1*-*null* cells (Figure 5G). Altogether, these results suggest an enhancement of non-canonical Wnt7a/Fzd7 signaling in *Rspo1-null* cells.

We next transfected both control and *Rspo1*-*null* cells with small interfering (siRNA) directed against *Fzd7* (Figure 5G). We quantified the number of migrating cells in scratch wound assays (Figure 5H) and observed that siFzd7 treatment decreased cell migration in both control and *Rspo1 null* cells. Importantly, *Rspo1*-*null* cells treated with siFzd7 migrated at a rate similar to control cells, indicating that the increase in cell motility observed in *Rspo1*-*null* cells was related to an increase in Wnt7a/Fzd7 signaling (Figure 5I). We then differentiated control and *Rspo1*-*null* myocytes in control and *Fzd7* silencing conditions or in the presence of RAC1 inhibitor EHop-016 (Montalvo-Ortiz et al., 2012) (Figure 5J). Strikingly, treatment of *Rspo1*-null cells with either siFzd7 or EHop-16 restored the proportion of large myotubes containing more than seven nuclei to a percentage similar to untreated control cells (Figure 5K). Interestingly, siFzd7 treatment resulted in a small reduction in fusion index in both controls and *Rspo1-null* cells (Figure 5L).

In summary, our results demonstrate that *Rspo1* negatively regulates muscle cell migration and fusion by dampening non-canonical Wnt7a/Fzd7/Rac1 pathway. Our data suggest that, in MuSC progeny, *Rspo1* integrates antagonistic Wnt pathways for fine-tuning of muscle architecture during tissue repair.

## Discussion

In most mammalian tissues, the R-spondin family of secreted proteins positively regulates the canonical Wnt signaling pathway. Canonical Wnt signaling plays an important role in adult muscle regeneration by allowing for the timely differentiation of MuSC descendants during tissue repair (Figeac and Zammit, 2015, Rudolf et al., 2016). Here, we show that the absence of *Rspo1* expression significantly affects myogenic progenitor cell differentiation both in vitro and in vivo and is associated with a defect in canonical Wnt/β-catenin activation. These data are consistent with previous reports demonstrating that RSPO1 is a regulator of tissue-resident stem cells such as the mammary gland (Cai et al., 2014), the skin (Li et al., 2016), or the intestine (de Lau et al., 2011).

Our results show that *Rspo1* is dispensable for muscle development. This is also the case for other members of the family, and this outcome could be explained through compensation. In contrast, we show that *Rspo1* is essential for adult muscle regeneration. Following injury, *Rspo1-null* muscle progenitor cells show a transient delay in differentiation, but *Rspo1-null* muscles go on to regenerate efficiently and are even composed of bigger myofibers containing more myonuclei. This increase in fusion is due to a concomitant downregulation of canonical Wnt/β-catenin signaling and upregulation of non-canonical Wnt7a/Fzd7/Rac1 signaling pathways in muscle progenitor cells. Therefore, *Rspo1-null* muscle cells migrated faster and fused with a higher efficiency compared to wild-type cells, and these phenotypes were normalized by *Fzd7* silencing or RAC1 inhibition. Importantly, while it has been shown that RSPO3 can activate the non-canonical Wnt pathway during *Xenopus* embryonic development (Ohkawara et al., 2011), the impact of R-spondins on non-canonical Wnt pathways has not been previously demonstrated in adult mammalian cells. Further work would be to investigate the role of R-spondin proteins in controlling non-canonical Wnt pathways in other adult stem cells.

Activation of the Wnt7a/PCP pathway in MuSCs induces their symmetrical expansion. As such, Wnt7a overexpression enhances muscle regeneration and increases MuSC numbers (Le Grand et al., 2009). In contrast, while we observed that *Rspo1* deficiency resulted in over-activation of Wnt7a/Fzd7/Rac1 pathway in differentiating myocytes, we did not find any differences in the number of Pax7-expressing myogenic progenitors during muscle regeneration or in the MuSCs pool after regeneration is finished. Our data suggest that RSPO1 does not influence the Wnt/PCP pathway in MuSC. We hypothesize that this stage-specific requirement for RSPO1 action is related to the fact that canonical Wnt/β-catenin signaling is inactive in MuSC, but activated in differentiating myogenic progenitor cells (Rudolf et al., 2016). We propose that *Rspo1* controls the antagonistic balance between canonical and non-canonical Wnt pathways specifically in differentiating muscle cells.

Both canonical and non-canonical Wnt signaling induce distinct cellular and molecular processes but share several core components. Thus, the exclusive activation of a Wnt pathway is possible by the selective interaction between specific ligands and receptors. More precisely, it has been shown that WNT5A can inhibit or activate β-catenin signaling depending on the presence of specific Frizzled receptors at the membrane (Mikels and Nusse, 2006). It is also well documented that canonical and non-canonical Wnt ligands can compete for the activation of their selective pathways. Non-canonical WNT5A can antagonize Wnt/β-catenin activation in *Xenopus* (Larabell et al., 1997) and in mammalian hematopoietic stem cells (Nemeth et al., 2007). The increase in non-canonical Wnt signaling observed in *Rspo1-null* muscle cells could then be related to a change in the composition of surface receptors. We propose that Rspo1 has a role in maintaining the “canonical” Frizzled receptors at the surface of muscle cells, and its absence can lead to a preferential increase in the availability of non-canonical Frizzled receptors. The increase in FZD7 membrane expression in *Rspo1-null* cells may start answering this question, but further work will be dedicated to exploring the expression pattern of the different Frizzled receptors expressed at the surface of MuSCs and their descendants, their dynamics during myogenic commitment, and myotube formation.

*Rspo1*-deficient muscles can regenerate efficiently and have an increase in nuclear content. The generation of larger myofibers containing fewer myonuclei has been described as pathological because it can perturb muscle homeostasis and function. An example is the hyper-muscular *Myostatin null* mice, in which fiber enlargement is not accompanied by a commensurate increase in nuclear content and is postulated to lead to compromised physiological performance in terms of force generation and fatigability (Amthor et al., 2007, Mouisel et al., 2014). A number of studies have suggested that there is a finite nuclear to cytoplasmic volume that supports normal cellular function that when exceeded, as in the case of *Myostatin null* muscle, leads to functional impairment (Matsakas et al., 2013). Interestingly, our analysis of the contractile properties of regenerated *Rspo1*-null muscles indicated that, while containing more nuclei, the regenerated myofibers were functional. We thus suggest that RSPO1 protein could serve as a therapeutic treatment in muscle pathologies that show aberrant or elevated muscle progenitor fusion.

## Experimental Procedures

### Mice

Experimental animal protocols were performed in accordance with the guidelines of the French Veterinary Department and approved by the University Paris-Descartes Ethical Committee for Animal Experimentation. All experiments were performed in 6- to 9-week-old mice. Our animals are on C57B6N/SV129 genetic background. *Rspo1-null* mice genotyping has been described previously (Chassot et al., 2008).

### Muscle Stem Cells Isolation and Primary Myoblasts Culture

Skeletal muscles of mice were dissected (quadriceps, TA, EDL, gastrocnemius, soleus, gluteus) and transferred to a sterile Petri dish on ice. Muscles were incubated in a solution of 1.5 U/mL of collagenase B, 2.4 U/mL of DispaseII, and 2 M of CaCl_2_ for 45 min at 37°C with periodic mechanical digestion. Fetal bovine serum was added to stop the digestion. After centrifugation, pellet was resuspended in growth medium consisting of Ham’s F10 (Life Technologies) with 20% FBS (Eurobio), 1% Pen/Strep (Life Technologies), and 2.5 ng/μL basicFGF (R&D Systems). Satellite cells were then purified using MACS cell separation system, according to the manufacturer’s protocol. Satellite cells were then allowed to proliferate and give rise to primary myoblasts after two passages. If needed, primary myoblasts were differentiated using a differentiation medium composed of DMEM (GIBCO) with 2% horse serum (GIBCO), and 1% Pen/Strep (GIBCO). Cells were treated with 50 ng/mL of recombinant WNT3A and/or WNT3A proteins (R&D Systems) for a minimum of 24 hr or with the RAC1 inhibitor eHop-016 (Sigma) at 1.5 μM for 8 hr.

### Immunostaining and EdU Incorporation on Primary Myoblasts

Primary myoblasts were fixed for 8 min with 4% PFA in PBS then incubated with 0.2% Triton in PBS for 20 min at room temperature. Cells were incubated with primary antibodies during 1 hr at room temperature, followed by PBS washes and a 1 hr incubation with the secondary antibodies. Nuclei were stained with Hoechst. Primary antibodies used were R-spondin1 (Sigma), Phospho-HIST1H3 (Cell Signaling), Pax7 (Santa Cruz), Myogenin (Santa Cruz), M-Cadherin (BD Biosciences), MYHC (R&D Systems), and MKI67 (Santa Cruz). EdU incorporation was performed with Click-iT EdU Imaging Kits from Invitrogen, according to the manufacturer’s protocol. Cells were incubated with EdU for 1 hr at 37°C.

### Scratch Assay

Cells were treated with 10 μg/mL of Mitomycin-C (Sigma) for 8 hr before scratching the monolayer of cells in a straight line. Plates were washed few times with PBS and primary myoblasts were incubated in growth medium for 24 hr at 37°C. If needed, WNT7A recombinant proteins (100 ng/mL from R&D Systems) were added in the culture medium. Cells were then fixed with 4% PFA-PBS, and nuclei were stained with Hoechst. The numbers of nuclei in the scar were counted manually.

### RNA Interference

Primary cells were seeded in collagen-coated plate in growth medium without Pen/Strep. siRNA transfection was performed using Lipofectamine 2000 and OptiMEM according to the manufacturer’s protocol. Both siFzd7 and siControl (Ambion) were used at a 50-μM concentration.

### Live Imaging

Cell imaging was performed on a microscope (Zeiss Axio Observer.Z1) with 10× objective under 5% CO_2_ at 37°C in differentiation media. Image acquisition was performed with Metamorph software (Molecular Devices) with time points acquired every 8 min over 24 hr. Velocity was calculated with ImageJ software. The minimum velocity is defined as the lowest velocity obtained by cells during the tracking period.

### qPCR

RNA was isolated either by RNeasy Mini Plus Kit (QIAGEN) or by TRIzol Reagent followed by a DNase treatment (Life Technologies). The reverse transcription was performed with 100 ng of RNA using the high-capacity cDNA Reverse Transcription kit (Applied Biosystems). Transcript levels were determined by LightCycler 480 Real-Time PCR System (Roche) using SYBR green I Master (Roche). The melting curves were checked for each experiment, and the primers efficiency was calculated by serial sample dilution. Targeted gene expressions were normalized by cyclophilin reference gene. Sequences of primers used are given in the Supplemental Experimental Procedures.

### Image Acquisition and Quantitative Analysis

Image acquisitions were performed at the Cochin Institute and the ICM Imaging Facilities in Paris. Immunofluorescent stainings were analyzed with an Olympus BX63F microscope, Zeiss Axio Observer.Z1 microscope and AZ100 Nikon Macroscope from Cochin Institute, and Zeiss Axiovert 200M microscope and Axio Scan.Z1 microscope from the ICM. We also performed acquisition on EVOS FL Cell Imaging System microscope. Fluorochromes Alexa Fluor 488 and Alexa Fluor 546 (Life Technologies) were used. NIS-Element (Nikon), Metamorph (Molecular Devices), and Photoshop software (Adobe) were used for image acquisition. Quantifications were performed with ImageJ software.

### Statistical Analysis

Analysis were performed using three to five mice and three to six biological replicates for cell experiments. Statistical analysis were done using GraphPad software (Prism) with unpaired two-tailed Student’s t test, the one-way ANOVA, or the two-way ANOVA. p < 0.05 was considered statistically significant. Data were expressed as mean ± SD.

## Author Contributions

Conceptualization, F.L.G. and A.-A.C.; Methodology, C.F.B., A.F., K.P., M.A.R., and M.-C.C.; Investigation, F.L., E.V., M.-C.S., R.M., L.G., and A.-A.C.; Writing – Original Draft, F.L. and F.L.G.; Writing – Review & Editing, F.L., M.-C.S., C.F.B., K.P., M.-C.C., A.-A.C., and F.L.G.; Supervision, K.P., M.A.R., M.-C.C., and F.L.G.; Funding Acquisition, F.L.G.; Project Administration, F.L.G.

## Figures and Tables

**Figure 1:**
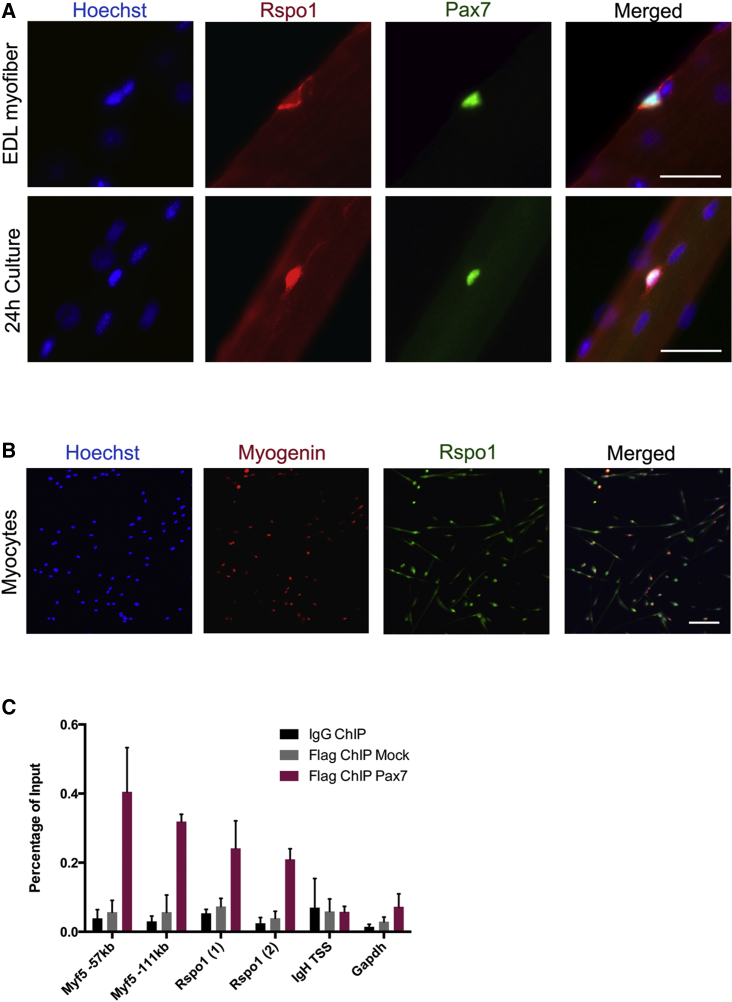
R-spondin1 Is Expressed in MuSCs and Primary Myocytes (A) RSPO1 (red) and PAX7 (green) immunolocalization in MuSCs on single myofibers. (B) MYOGENIN (red) and RSPO1 (green) immunolocalization in 24 hr-differentiating myocytes. (C) Occupancy of PAX7-Flag proteins at the promoters of *Myf5*, *Rspo1*, and *Gapdh* (control) genes in primary myoblasts. The input represents the relative enrichment of PAX7-Flag proteins compared to the controls (IgG and Flag-Mock). Rspo1 (1) and Rspo1 (2) indicate two different pairs of primers. Nuclei are stained with Hoechst (blue). Scale bars, 20 μm.

**Figure 2:**
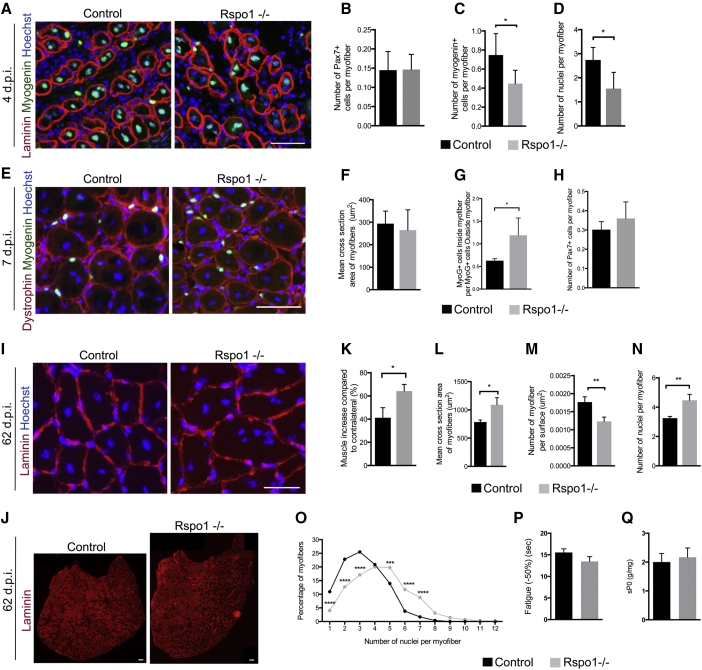
*Rspo1-null* Muscles Show Enhanced Regeneration Caused by a Delay of Muscle Progenitor Cell Differentiation and an Improved Fusion (A) LAMININ (red) and MYOGENIN (green) immunolocalization in TA muscles at 4 d.p.i. (B–D) Quantification of the number of PAX7-positive cells (B), MYOGENIN-positive cells (C), and myonuclei (D) per myofiber 4 d.p.i. (E) DYSTROPHIN (red) and MYOGENIN (green) immunolocalization at 7 d.p.i. (F) Mean CSA of myofibers in TA muscles at 7 d.p.i. (G) Quantification of the number of MYOGENIN-positive cells inside the myofibers showing a higher proportion of fused nuclei at 7 d.p.i. in *Rspo1-null* mice. (H) Quantification of the number of PAX7-positive cells per myofiber at 7 d.p.i. (I and J) LAMININ (red) immunolocalization on muscle sections at 62 d.p.i. (I) and a whole cross-section of regenerated 62 d.p.i. muscles (J). Images are virtual slides automatically assembled by the Axio Scan.Z1 microscope. (K and L) Quantification of TA muscle weights (K) and mean CSA (L) at 62 d.p.i. (M and N) Number of myofibers per surface unit (N) and of nuclei per myofiber (M) at 62 d.p.i. (O) Distribution of the percentage of myofibers depending on their nuclear number at 62 d.p.i. (P and Q) Fatigue resistance index (P) and specific maximal force (Q) of 62 d.p.i. muscles. Nuclei are stained with Hoechst (blue). Scale bars, 50 μm (A and E); 35 μm (I); 150 μm (J). Error bars indicate SD. ^∗^p value < 0.05; ^∗∗^p value < 0.01.

**Figure 3:**
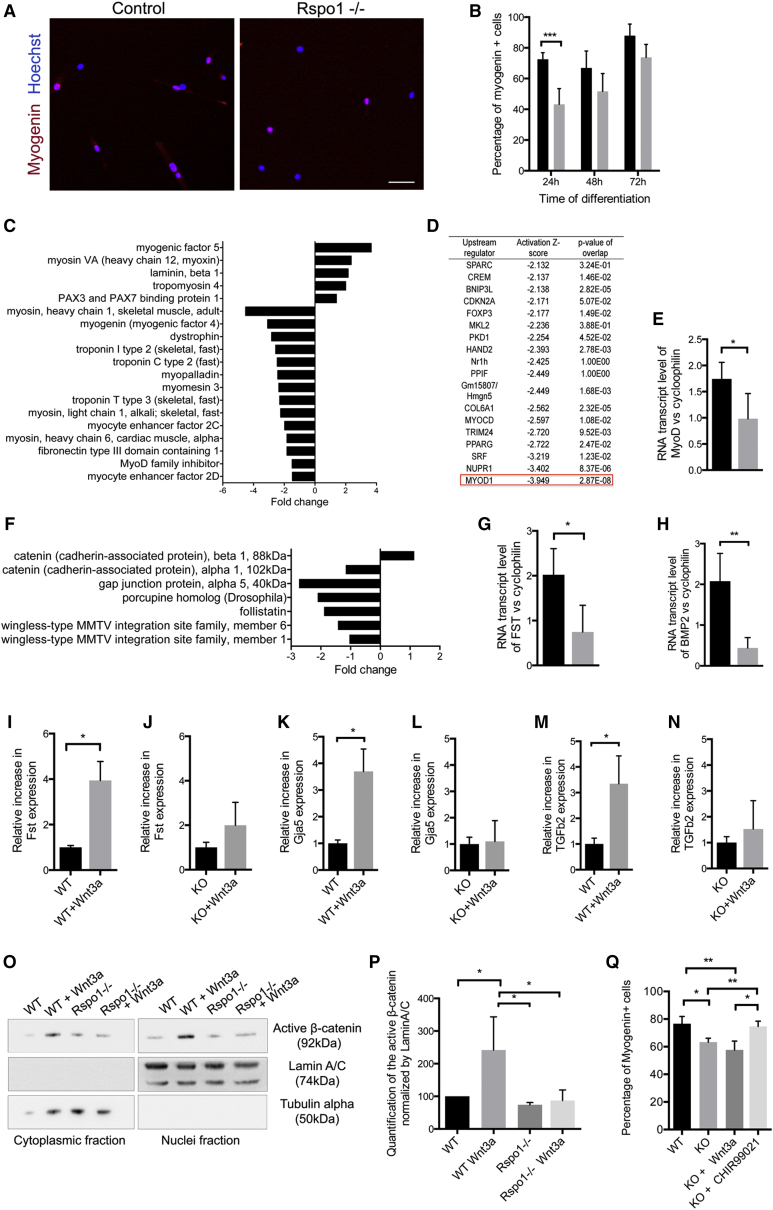
*Rspo1-null* Cells Have a Differentiation Defect Due to an Impaired Activation of the Wnt/β-Catenin Pathway (A) MYOGENIN (red) immunolocalization in control and *Rspo1-null* myocytes. Scale bar, 50 μm. (B) Quantification of differentiated cells. (C) List of genes involved in muscle development and regulated by Rspo1 depending on their fold change in gene expression in *Rspo1-null* versus control myocytes. (D) Upstream Regulators analysis of *Rspo1-null* myocytes transcriptome. (E) qPCR analysis of *MyoD* expression. (F) List of Rspo1-regulated genes involved in canonical Wnt pathway. (G and H) qPCR analysis of *Fst* (G) and (H) *Bmp2* expression levels in differentiated *Rspo1-null* and control myocytes. (I, K, and M) Increased expression of *Fst* (I), *Gja5* (K), and *Tgf*β*2* (M) following WNT3A treatment in control cells. (J, L, and N) Unchanged expression of *Fst* (J), *Gja5* (L), and *Tgf*β*2* (N) following WNT3A treatment in *Rspo1-null* cells. (O and P) Western blot (O) and quantification (P) of active β-CATENIN showing a decrease in β-CATENIN protein levels in nuclei of *Rspo1-null* primary myoblasts treated with WNT3A. (Q) Quantification of differentiated cells after a WNT3A- or a CHIR99021-treatment, demonstrating that the forced-activation of the Wnt/β-catenin pathway in *Rspo1-null* cells restores a control state of differentiation. Nuclei are stained with Hoechst (blue). Error bars indicate SD. ^∗^p value < 0.05; ^∗∗^p value < 0.01; ^∗∗∗^p value < 0.001.

**Figure 4:**
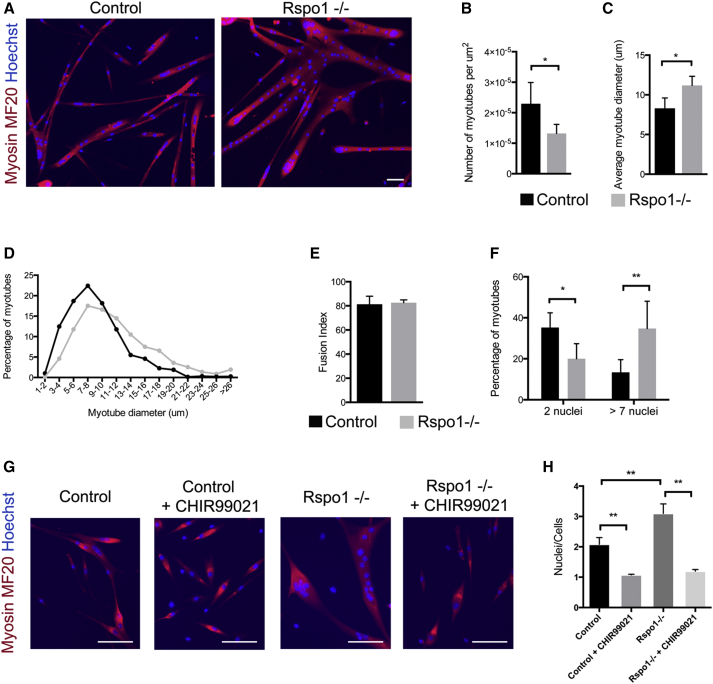
*Rspo1-null* Cells Show Enhanced Fusion (A) MYHC immunolocalization (red) of myotubes after 4 days of differentiation. (B) Quantification of the number of myotubes per surface. (C) Mean diameter of myotubes showing that *Rspo1-null* myotubes are 30% bigger than control myotubes. (D) Distribution of the percentage of myotubes depending on their diameter. (E) Quantification of the number of fused cells normalized to the total number of cells. (F) Quantification of the number of nuclei per myotube. (G) Myocytes were treated with CHIR099021 24 hr after induction of differentiation. MYHC immunolocalization (red) in myotubes after 4 days of differentiation. (H) Quantification of the number of nuclei per cell. Activation of canonical Wnt signaling by CHIR99021 completely blocks muscle cell fusion. Nuclei are stained with Hoechst (blue). Scale bars, 50 μm. Error bars indicate SD. ^∗^p value < 0.05; ^∗∗^p value < 0.01; ^∗∗∗^p value < 0.00.

**Figure 5:**
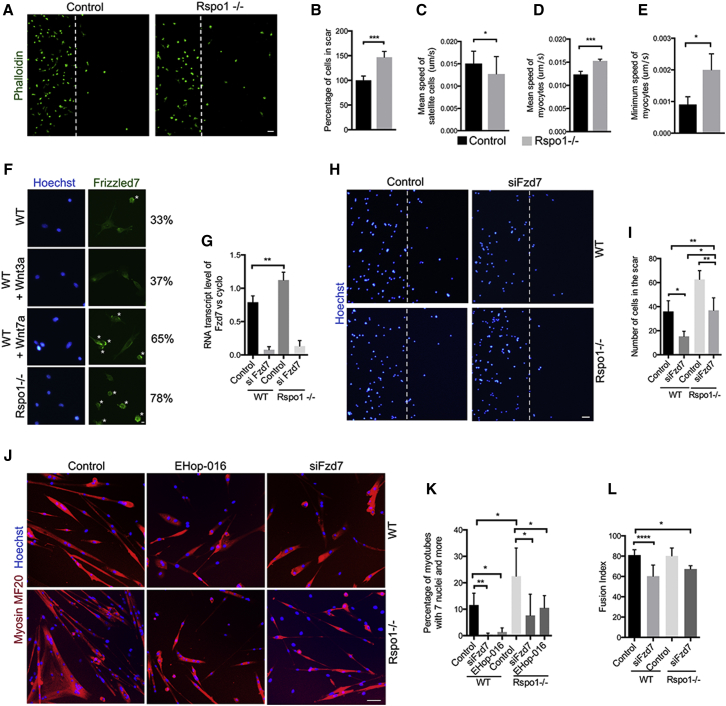
*Rspo1* Depletion Potentiates Wnt7a/Fzd7/Rac1 Signaling (A) Phalloidin (green) staining of myocytes 24 hr after scratching confluent-state cells. White bars show the limits of the scratch. (B) Quantification of the number of cells in the scar 24 hr after the scratch showing increases migration of *Rspo1-null* myocytes. (C) Quantification of the mean speed of MuSCs on single myofiber. (D and E) Quantification of the mean speed (D) and of the minimum speed (E) of myocytes. (F) FZD7 (green) immunolocalization in myocytes treated by WNT3A and WNT7A recombinant proteins. Asterisks represent FZD7 proteins located at the cell membrane. Percentages of cells with polarized FZD7 staining are indicated on the right. (G) qPCR analysis of *Fzd7* expression in myocytes confirming siRNA efficiency. (H) Myocytes 24 hr after scratching confluent-state cells upon siFzd7 treatment. White bars show the limits of the scratch. (I) Quantification of the number of migrating cells shows a decreased migration upon *Fzd7* silencing. (J) MYHC (red) immunolocalization in myotubes treated with siFzd7 or EHop16. (K) Quantification of the number of myotubes with more than seven nuclei. (L) Fusion index of myotubes upon siFzd7 treatment. Nuclei are stained with Hoechst (blue). Scale bars, 50 μm (A, H, and J); 20 μm (F). ^∗^p value < 0.05; ^∗∗^p value < 0.01; ^∗∗∗^p value < 0.001; ^∗∗∗∗^p value < 0.0001. Error bars correspond to SD.

## Accession Numbers

The accession number for the microarray data reported in this paper is GEO: GSE84016.

## Supplemental Information

Document S1. Supplemental Experimental Procedures, Figures S1–S5, and Table S1

Document S2. Article plus Supplemental Information

# Supplementary material for: R-spondin1 Controls Muscle Cell Fusion through Dual Regulation of Antagonistic Wnt Signaling Pathways
**Source:** Cell Rep. 2017 Mar 7;18(10):2320–30. doi: 10.1016/j.celrep.2017.02.036
**Supplement:** Document S1. Supplemental Experimental Procedures, Figures S1–S5, and Table S1

Cell Reports, Volume 18

Supplemental Information

R-spondin1 Controls Muscle Cell Fusion through Dual Regulation of Antagonistic Wnt Signaling Pathways

Floriane Lacour, Elsa Vezin, C. Florian Bentzinger, Marie-Claude Sincennes, Lorenzo Giordani, Arnaud Ferry, Robert Mitchell, Ketan Patel, Michael A. Rudnicki, Marie-Christine Chaboissier, Anne-Amandine Chassot, and Fabien Le Grand

SUPPLEMENTARY FIGURES

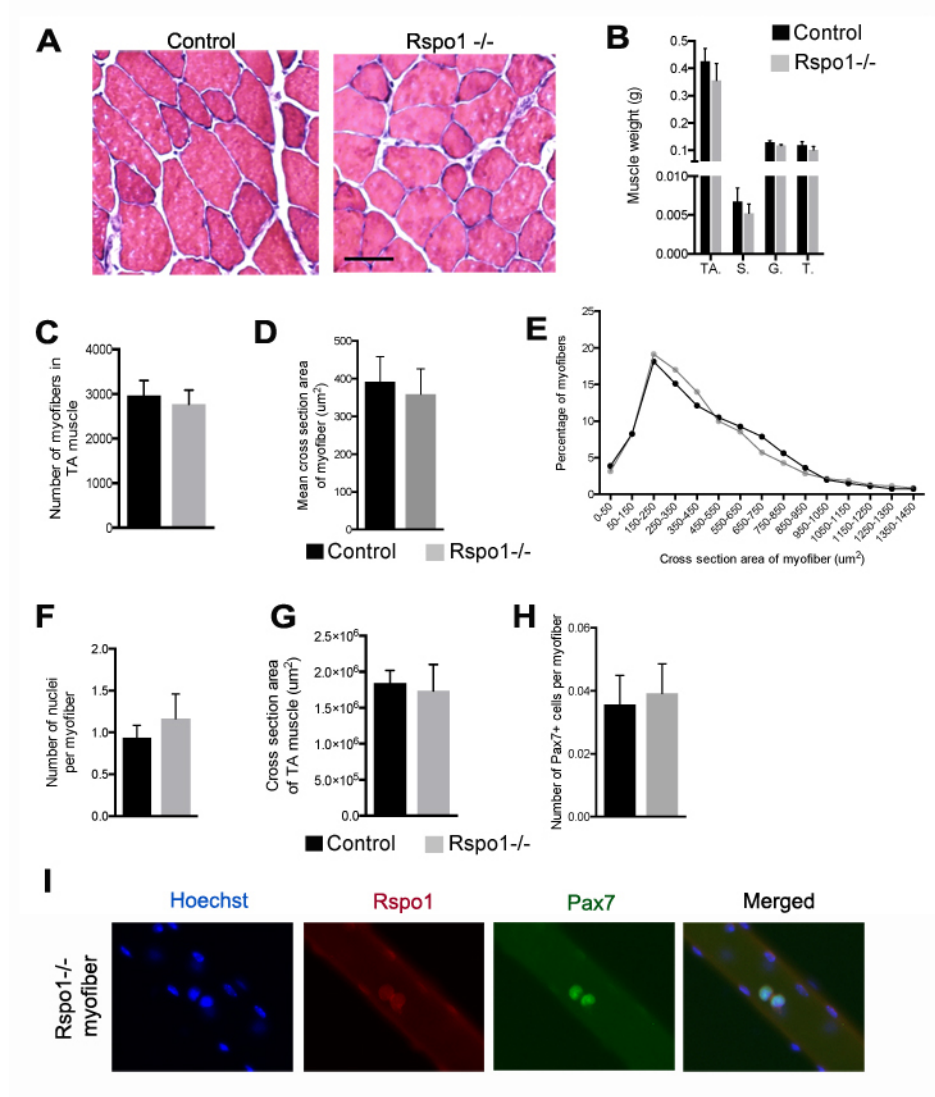

Figure S1. ***Rspo1* gene deletion does not alter muscle tissue structure. Related to Figure 2.**

(A) Hematoxylin and Eosin staining in uninjured TA cryosections. (B) Quantification of the Tibialis Anterior (TA), Soleus (S), Gastrocnemius (G) and Triceps (T) muscle weight showing no difference between control and *Rspo1*-null mice. (C) Quantification of the total number of myofiber in Tibialis Anterior muscle showing no difference between control and mutant condition. (D) Mean cross section area of myofibers and (E) distribution of the number of myofibers depending on their area in control and mutant TA muscle. (F) Quantification of the number of nuclei per myofiber. (H) Mean cross section area of the Tibialis Anterior muscle. (I) Quantification of the number of Pax7-positive cells per myofiber. (I) Immunolocalization of RSPO1 (red) and PAX7 (green) proteins in MuSCs on cultured single myofibers from *Rspo1*-null animals. Nuclei are stained with Hoechst (blue).

Error bars indicate standard deviation. Insert panels show a 2,2 X enlargement.

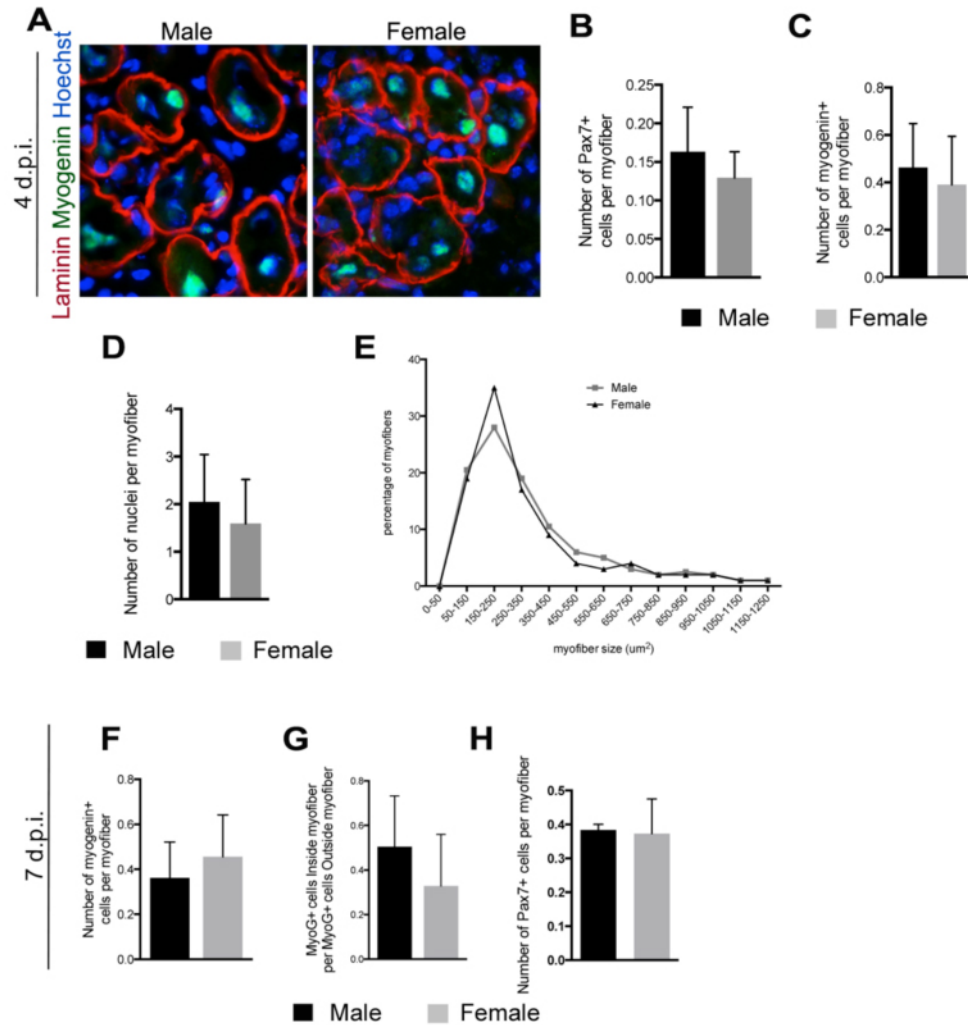

Figure S2. No differences in muscle regeneration were observed between male and female *Rspo1*-null mice. Related to Figure 2.

Data of *Rspo1*-null samples from figures 2A to H are shown here expressed as male or female. No differences were observed between muscle tissues of either gender.

(A) Immunolocalization of LAMININ (red) and MYOGENIN (green) proteins in *Rspo1*-null TA muscles at 4d.p.i. Nuclei are stained with Hoechst (blue). (B) Quantification of the number of PAX7-positives cells per myofiber 4 d.p.i. (C) Quantification of the number of cells expressing MYOGENIN per myofiber at 4 d.p.i. (D) Quantification of the number of nuclei per myofiber at 4 d.p.i. (E) Distribution of cross sectional area of myofibers in TA muscles at 7d.p.i. (F) Quantification of the number of cells expressing MYOGENIN per myofiber at 7 d.p.i. (G) Quantification of the number of MYOGENIN-positives cells inside the myofibers normalized by the number of cells outside the myofibers. (H) Quantification of the number of PAX7-positives cells per myofiber at 7 d.p.i.

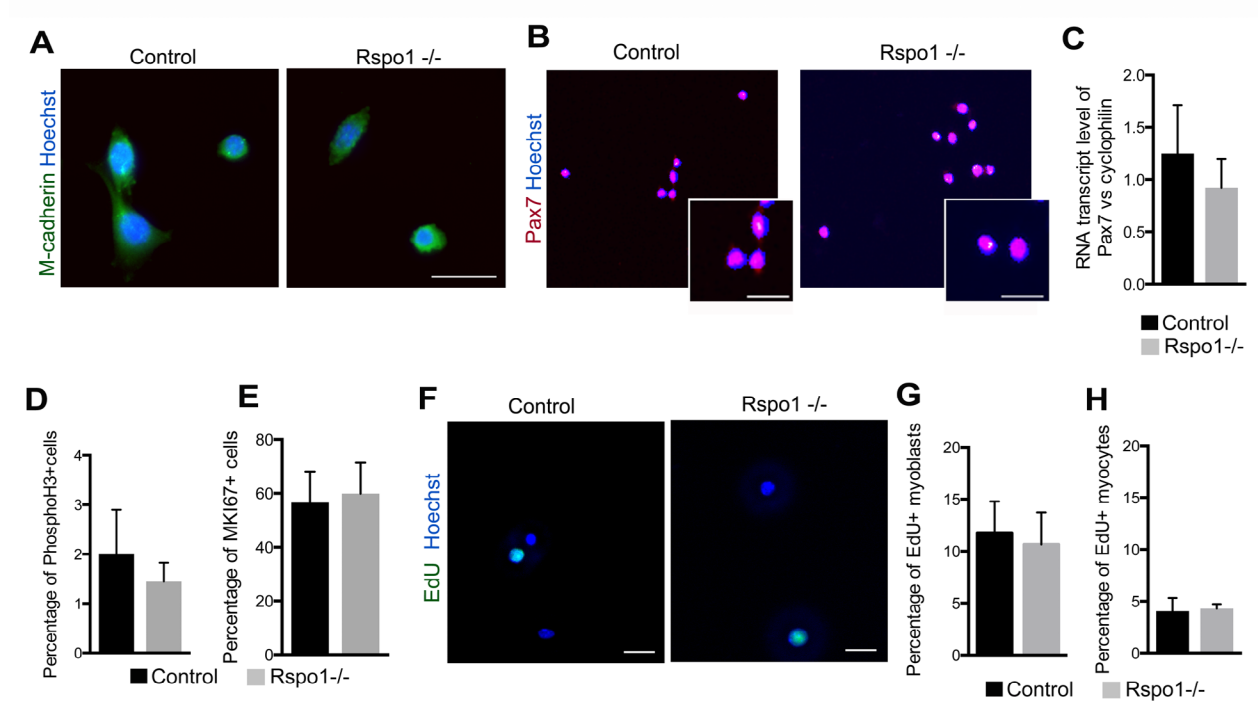

Figure S3. ***Rspo1*-null cells proliferate properly. Related to Figure 3.**

(A) Immunolocalization of M-cadherin proteins in control and *Rspo1*-null myoblasts. Nuclei are stained with Hoechst (blue). Bars : 50 μ m. (B) Immunolocalization of Pax7 proteins in control and *Rspo1*-null myoblasts. Nuclei are stained with Hoechst (blue). Bars : 30 μ m. (C) Gene expression of Pax7 in myoblasts by qPCR, showing that a depletion of *Rspo1* does not change Pax7 gene expression. (D) Quantification of the percentage of cells engaged in mitotic phase, by Phospho-Histone H3 staining. (E) Quantification of the percentage of proliferating cells, by KI67 staining, showing no differences of cell number engaged in G1, S, G2 and M phases. (F) Immunostaining of EdU incorporation in control and *Rspo1*^{-/-} proliferating myoblasts after 1h EdU treatment. Bars : 20 μ m. (G) Quantification of the number of proliferating cells and (H) differentiating cells with EdU incorporation. Error bars correspond to standard deviation. Inset panels show a 2,5 X enlargement.

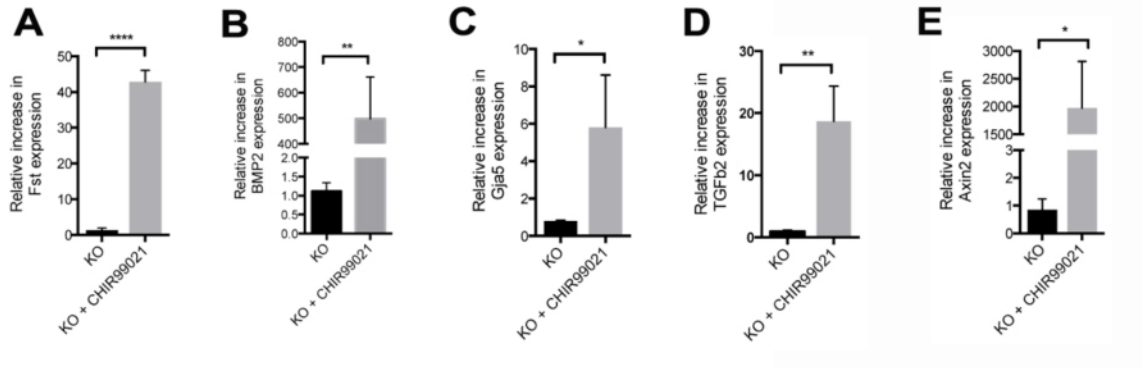

Figure S4. qPCR analysis of Wnt target genes expression in *Rspo1*-null cells following CHIR99021 treatment. Related to Figure 3.

Activation of β -catenin by GSK3 inhibition restores the expression of target genes in *Rspo1*-null cells.

Error bars indicate standard deviation. *: p value < 0.05. **: p value < 0.01. ***: p value < 0.001. ****: p value < 0.0001

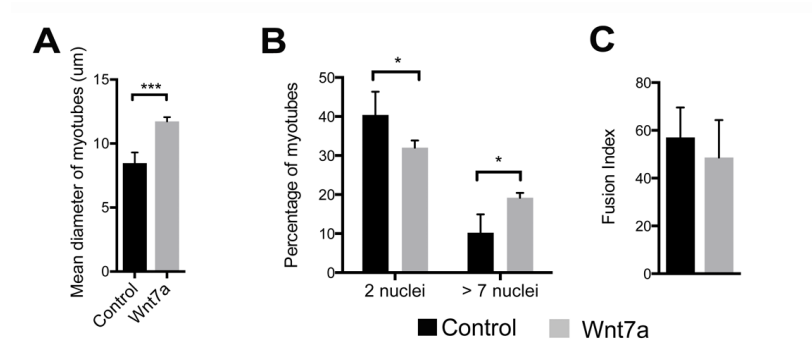

Figure S5. Wnt7a stimulate muscle fusion. Related to Figure 4.

(A) Mean diameter size of control and Wnt7a-treated cells, after 4 days of differentiation. (B) Quantification of the number of nuclei per myotubes showing a decrease proportion of Wnt7a-treated-myotubes with 2 nuclei and an increase number of Wnt7a-treated-myotubes with a high number of nuclei. (C) Quantification of the percentage of nuclei in fused cells normalized by the total number of nuclei.

Error bars indicate standard deviation. *: *p* value <0.05. *** *p* value <0.001

SUPPLEMENTARY METHODS

Cardiotoxin injury

Mice were anaesthetized by intraperitoneal injection of Ketamin at 0,1mg per gram body weight and Xylazin at 0,01mg per gram body weight diluted in saline solution. After having cleaned the mouse hind legs with alcohol, TA muscles were injected with 50µl of cardiotoxin solution (Latoxan, 12 µM in saline) using an insulin needle (Vignaud et al., 2007).

Muscle histology and immunohistochemistry

For cryosections, TA were embedded in Tissue-Tek O.C.T. compound from Cell Path. Muscles were then frozen on the cooled isopentane and cut at a thickness of 10 µm with a Leica cryostat. Frozen muscle were stored at -80°C. Sections were fixed with 4% PFA in PBS for 20 min and permeabilized with cooled-methanol. Antigen retrieval was performed with the Antigen Unmasking Solution (Vector) at 95°C for 10 min. Sections were then blocked with 4% BSA, 5% Goat serum in PBS during 3h and incubated with primary antibody overnight at 4°C. Alexa Fluor secondary antibody was incubated on sections 1h at room temperature and nuclei were stained with Hoechst. Slides were mounted in fluorescent mounting medium from Dako. Primary antibodies used were Laminin (Santa Cruz), Pax7 (Santa Cruz), Myogenin (Santa Cruz) and Dystrophin (Leica). For Hematoxylin/Eosin staining, sections were incubated in Hematoxylin bath for 4 min and with Eosin for 2 min and thereafter dehydrated in 70%, 90% and 100% ethanol and fixed in Xylene bath for 2 min.

Chromatin immunoprecipitation

Primary myoblasts overexpressing full-length Pax7 (cloned into the pBrit plasmid vector) were generated by retroviral infection and cultured as previously described (McKinnell et al., 2008). Primary myoblasts were cross-linked using 1% formaldehyde in PBS 1X for 10 minutes. Glycine was then added to a final concentration of 0,125M for 5 minutes, followed by centrifugation. Cell pellet was washed in PBS 1X, and resuspended in ChIP lysis buffer (50mM Tris-HCl pH 8.0, 10mM EDTA, 0,5% SDS). Chromatin was fragmented using Covaris sonicator. Before ChIP, equal volume of ChIP assay buffer (20mM Tris-HCl pH 8.0, 1,2mM EDTA, 1,1% Triton X-100, 200mM NaCl) was added to adapt the concentration of salts and detergents. Immunoprecipitation was performed using 1mg of chromatin and 30 µl of anti-Flag M2 affinity gel (Sigma) for 3h at 4 °C. Antibody–protein–DNA complexes were collected, washed and eluted, and cross links were reversed according to manufacturer's instructions. DNA was purified by phenol/chloroform purification using linear acrylamide (Ambion) and GlycoBlue (Ambion) as carriers. ChIP enrichment was analyzed by quantitative PCR using Mx3000P (Stratagene).

Microarray and bioinformatics

The RNA from primary myoblasts were isolated using TRIzol Reagent from Life Technologies according to the manufacturer's protocol. The purity and the quality of the RNA were performed by Bioanalyzer 2100, using Agilent RNA6000 nano chip kit (Agilent Technologies) at the Cochin Institute Genomic facility. RNA were reverse

transcribed using the Ovation PicoSL WTA System (Nugen). The product cDNA were then hybridized to GeneChip Mouse Gene 2.1 ST (Affymetrix). The Affymetrix data were normalized using R software (R Development Core Team, 2011) and gene expression levels were compared using one-way ANOVA. In R-spondin1 deficiency myocytes, the genes were selected with $p < 0.05$ significance. The functional analysis of the gene expression levels was interrogated with Ingenuity pathway (Ingenuity Systems, <http://www.ingenuity.com>).

Muscle contractility

Tibialis anterior muscles were evaluated by the measurement of *in situ* isometric muscle contraction in response to nerve stimulation. Mice were anaesthetized using a pentobarbital solution (ip, 60 mg/kg) and supplemental doses were given as required to maintain deep anesthesia during experiments. Feet were fixed with clamps to a platform and knee were immobilized using stainless steel pins. The distal tendons of muscles were attached to an isometric transducer (Harvard Bioscience) using a silk ligature. The sciatic nerves were proximally crushed and distally stimulated by bipolar silver electrode using supramaximal square wave pulses of 0.1 ms duration. All data provided by the isometric transducer were recorded and analyzed on a microcomputer, using PowerLab system (4SP, AD Instruments). All isometric measurements were made at an initial length L₀ (length at which maximal tension was obtained during the tetanus). Responses to tetanic stimulation (pulse frequency from 75 to 143 Hz) were successively recorded. Maximal tetanic force was determined. Muscle masses (m) were measured to calculate specific maximal force. Finally, the fatigue resistance was assessed. The fatigue protocol consists of one continuous contraction (50 Hz for 45s). The time to reach 50% of the initial force was measured. After contractile measurements, mice were sacrificed with an overdose of anesthetic solution.

Western blot analysis

The nuclear and cytoplasmic protein fractions were obtained with NE-PER Nuclear and Cytoplasmic Extraction reagents kit (Thermo Scientific) according to the manufacturer's protocol. Protein amounts were quantified by BCA Protein Assay Kit (Pearce). In each condition, 30 µg of proteins was prepared with home-made Laemmli. Samples were runned on NuPAGE 4-12% BIS-TRIS gels (Life Technologies) and transferred on nitrocellulose membranes. After blocking in 5% milk and 0.1% Tween-20 in TBS, membranes were incubated with primary antibodies overnight at 4°C. Secondary antibodies were then incubated on the membrane for 1h at room temperature. Signals were detected using SuperSignalWest Pico Chemiluminescent Substrate (Thermo Scientific) with ImageQuant TL LAS 4000 from (GE Healthcare). The primary antibodies used were as follows: LaminA/C (Cell Signaling), active β-catenin (Cell Signaling) and alpha-Tubulin (Sigma).

SUPPLEMENTARY TABLE

Table S1 : Primers used in this study. Related to Methods.**Expression Primers**

Cyclophilin	AAGAAGATCACCATTTCGACT<br>TTACAGGACATTGCGAGC
MyoD	TACCCAAGGTGGAGATCCTG<br>CATCATGCCATCAGAGCAGT
Pax7	CTGGATGAGGGCTCAGAT<br>GGTTAGCTCCTGCCTGCTTA
Fst	TGACCTGTAATCGGATTTGC<br>TGGAATCCCATAGGCATTTT
Gja5	CAACTTCGACCTCACTCTGAGC<br>AGCATGCGGAAAATGAACAGG
Bmp2	AGATCTGTACCGCAGGCACT<br>CCGTTTTCCCACTCATCTCT
Tgfb2	ATCGTCGGCTTTGATGTCTC<br>GCTGGGTGGGAGATGTTAAG
Fzd7	TATCGCCTACAACCAGACCA<br>ACACGGGTGCGTACATAGAG

ChIP Primers

<i>Myf5</i> -57.5 kb	TGTGGCTCTCTCTCCGTATG<br>AATACAGACATGCAGGCTTCAC
<i>Myf5</i> -111 kb	CATCCCACATAATCCAATCAC<br>ACACAGATGGATGGGAAAGA
<i>Rspo1</i> +35 kb (v1)	CATCAGTGTGTCTTGGATAG<br>GAACAGAGCCACTCCATTT
<i>Rspo1</i> +35 kb (v2)	AACAAATGGAGTGGCTCTG<br>GGCCCTAAAGCTAAGAATGG
<i>Ighd</i> TSS	CTGGACAGAGTGTTCAAAAC<br>CTGGCAGGAAGCAGGTCATGT
<i>Gapdh</i> -2 kb	TCCAGTGAGGACGGTATGAT<br>CATAAAGATGGGGCAAAATG

SUPPLEMENTARY REFERENCES

McKinnell, I.W., Ishibashi, J., Le Grand, F., Punch, V.G.J., Addicks, G.C., Greenblatt, J.F., Dilworth, F.J., and Rudnicki, M.A. (2008). Pax7 activates myogenic genes by recruitment of a histone methyltransferase complex. *Nat. Cell Biol.* 10, 77–84.

Vignaud, A., Hourdé, C., Butler-Browne, G., and Ferry, A. (2007). Differential recovery of neuromuscular function after nerve/muscle injury induced by crude venom from *Notechis scutatus*, cardiotoxin from *Naja atra* and bupivacaine treatments in mice. *Neurosci. Res.* 58, 317–323.

# Supplementary material for: R-spondin1 Controls Muscle Cell Fusion through Dual Regulation of Antagonistic Wnt Signaling Pathways
**Source:** Cell Rep. 2017 Mar 7;18(10):2320–30. doi: 10.1016/j.celrep.2017.02.036
**Supplement:** Document S2. Article plus Supplemental Information

# Cell Reports

## R-spondin1 Controls Muscle Cell Fusion through Dual Regulation of Antagonistic Wnt Signaling Pathways

### Graphical Abstract

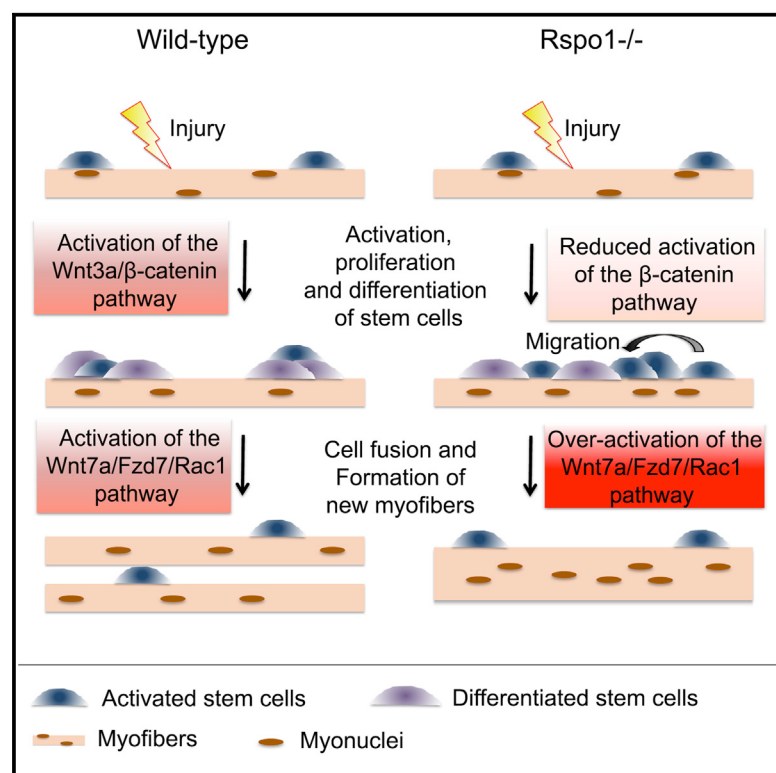

### Authors

Floriane Lacour, Elsa Vezin, C. Florian Bentzinger, ..., Marie-Christine Chaboissier, Anne-Amandine Chassot, Fabien Le Grand

### In Brief

Using mice lacking the Wnt enhancer *Rspo1*, Lacour et al. demonstrate that *Rspo1* controls muscle cell fusion during skeletal muscle regeneration. *Rspo1*-null muscle progenitor cells differentiate less efficiently but fuse extensively compared to wild-type cells. *Rspo1* is shown to regulate the antagonism between canonical and non-canonical Wnt signaling pathways.

### Highlights

- *Rspo1* controls muscle regeneration
- Absence of *Rspo1* lowers Wnt/β-catenin signaling in muscle progenitor cells
- *Rspo1* limits cell fusion in vitro and in vivo
- Non-canonical Wnt7a/Fzd7/Rac1 signaling is augmented in *Rspo1*-null cells

### Accession Numbers

GSE84016

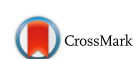

Lacour et al., 2017, Cell Reports 18, 2320–2330  
March 7, 2017 Crown Copyright © 2017  
<http://dx.doi.org/10.1016/j.celrep.2017.02.036>

CellPress

# R-spondin1 Controls Muscle Cell Fusion through Dual Regulation of Antagonistic Wnt Signaling Pathways

Floriane Lacour,<sup>1</sup> Elsa Vezin,<sup>1</sup> C. Florian Bentzinger,<sup>2</sup> Marie-Claude Sincennes,<sup>3,4</sup> Lorenzo Giordani,<sup>1</sup> Arnaud Ferry,<sup>1</sup> Robert Mitchell,<sup>5</sup> Ketan Patel,<sup>5,6</sup> Michael A. Rudnicki,<sup>3,4</sup> Marie-Christine Chaboissier,<sup>7</sup> Anne-Amandine Chassot,<sup>7</sup> and Fabien Le Grand<sup>1,8,\*</sup>

<sup>2</sup>Département de pharmacologie et physiologie, Faculté de médecine et des sciences de la santé, Université de Sherbrooke, Sherbrooke, J1H5N4 QC, Canada

<http://dx.doi.org/10.1016/j.celrep.2017.02.036>

## SUMMARY

Wnt-mediated signals are involved in many important steps in mammalian regeneration. In multiple cell types, the R-spondin (*Rspo*) family of secreted proteins potentially activates the canonical Wnt/ $\beta$ -catenin pathway. Here, we identify *Rspo1* as a mediator of skeletal muscle tissue repair. First, we show that deletion of *Rspo1* results in global alteration of muscle regeneration kinetics following acute injury. We find that muscle progenitor cells lacking *Rspo1* show delayed differentiation due to reduced activation of Wnt/ $\beta$ -catenin target genes. Furthermore, muscle cells lacking *Rspo1* have a fusion phenotype leading to larger myotubes containing supernumerary nuclei both in vitro and in vivo. The increase in muscle fusion was dependent on downregulation of Wnt/ $\beta$ -catenin and upregulation of non-canonical Wnt7a/Fzd7/Rac1 signaling. We conclude that reciprocal control of antagonistic Wnt signaling pathways by *Rspo1* in muscle stem cell progeny is a key step ensuring normal tissue architecture restoration following acute damage.

## INTRODUCTION

Adult muscle stem cells, called satellite cells (MuSCs), located around the differentiated myofibers exist in a quiescent state and are readily identified through the expression of the paired-box transcription factor Pax7 (Seale et al., 2000). Following injury to the host myofibers, they become activated and proliferate to give rise to muscle progenitor cells expressing the myogenic regulatory factors MyoD and Myogenin that act to promote dif-

ferentiation (Chargé and Rudnicki, 2004). Differentiating myocytes will fuse together to form myotubes that eventually mature into new myofibers. Myocyte differentiation and fusion processes are highly regulated (Abmayr and Pavlath, 2012). Abnormal fusion can lead to the formation of giant, albeit disorganized, myofibers (Charrin et al., 2013) while a reduction in myocyte fusion potentially results in smaller muscles with myofibers containing fewer nuclei (Horsley et al., 2003). This is exemplified in skeletal muscle pathologies such as Duchenne muscle dystrophy (DMD). In dystrophic muscles, the continuous regeneration process leads to the formation of abnormal fibers, termed branched or split fibers, which are more prone to damage during contraction (Chan et al., 2007), lack force generation, and contribute to the disease progression (Head, 2010).

The Wnt signaling pathways are crucial regulators of myogenesis (von Maltzahn et al., 2012). The canonical Wnt/ $\beta$ -catenin pathway is required for muscle progenitor cell differentiation and plays a key role in skeletal muscle development (Borello et al., 2006; Anakwe et al., 2003) and repair following injury (Brack et al., 2009; Parisi et al., 2015). The non-canonical Wnt7a/Fzd7 signaling pathway plays a central role in three other aspects of muscle regeneration, namely, promoting the symmetric expansion of satellite stem cells through the planar cell polarity (PCP) pathway (Le Grand et al., 2009), enhancing MuSCs and myoblast migration (Bentzinger et al., 2014), and activating the anabolic Akt growth pathway in myofibers (von Maltzahn et al., 2011).

In many tissues, the activation of both canonical (Carmon et al., 2011) and non-canonical (Gliinka et al., 2011) Wnt pathways is regulated by R-spondins. The R-spondin family of secreted proteins is comprised of four members (RSPO1–RSPO4) (de Lau et al., 2012). Each R-spondin has its own expression pattern and properties. R-spondins interact with leucine-rich repeat-containing G protein-coupled receptors (LGR) (de Lau et al., 2011) and potentiate Wnt signaling pathways by neutralizing the E3 ligases RNF43 and ZNRF3 that

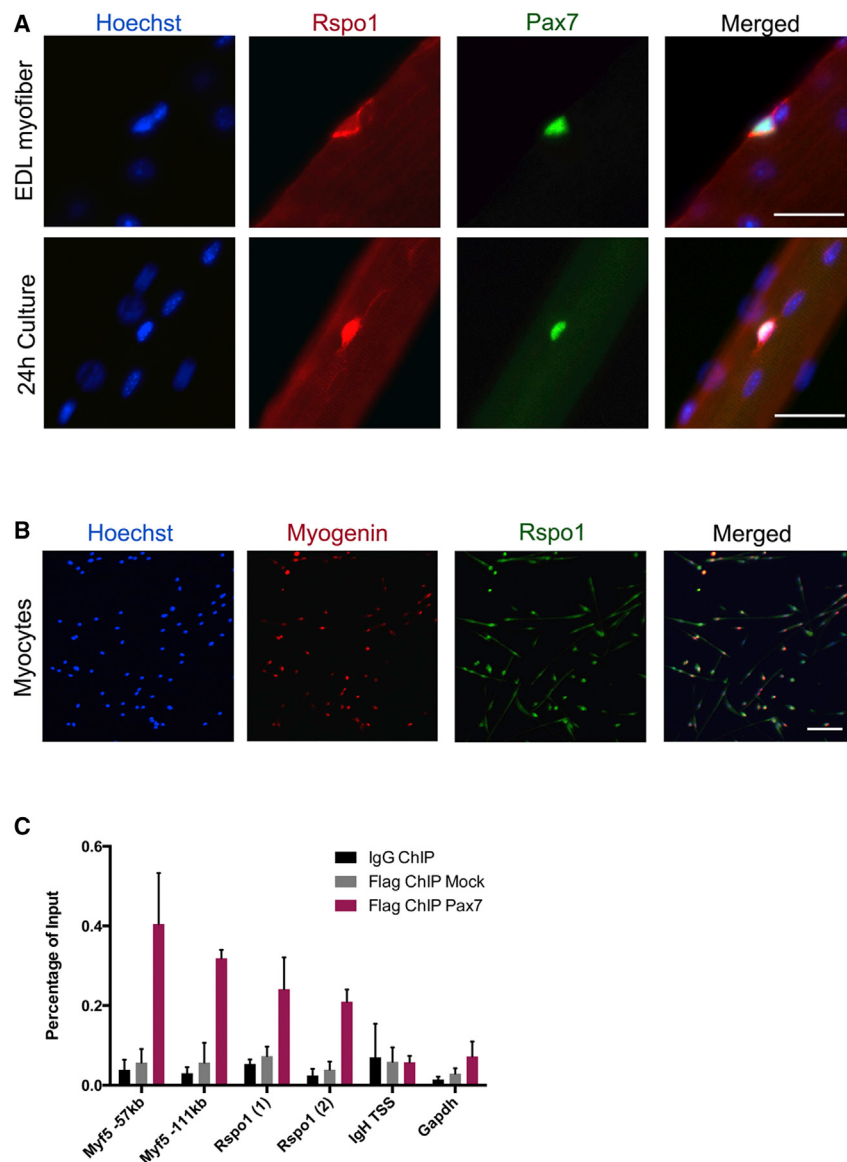

normally act to remove Wnt receptors from the surfaces of stem cells (Koo et al., 2012; Hao et al., 2012).

A number of studies reported the essential roles played by R-spondins during both embryonic development and adult tissue homeostasis or repair. For example, *Rspo1* is required for female sexual development and *Rspo1*-null mice show masculinized gonads (Parma et al., 2006; Chassot et al., 2008). In adult tissues, RSPO1 promotes growth of the intestinal epithelium (Kim et al., 2005), is a pancreatic beta-cell growth factor (Wong et al., 2010), and drives liver stem cell expansion (Huch et al., 2013). To date, the role of R-spondins in regenerative myogenesis remains unclear. *Rspo1*, *Rspo2*, and *Rspo3* were shown to be expressed by proliferating primary myoblasts, but only *Rspo1* and *Rspo3* were upregulated by the differentiation program (Han et al., 2011). A recent report documented that *Rspo1* transcription was strongly upregulated in primary myoblasts overexpressing Pax7

### Figure 1. R-spondin1 Is Expressed in MuSCs and Primary Myocytes

(A) RSPO1 (red) and PAX7 (green) immunolocalization in MuSCs on single myofibers. (B) MYOGENIN (red) and RSPO1 (green) immunolocalization in 24 hr-differentiating myocytes. (C) Occupancy of PAX7-Flag proteins at the promoters of *Myf5*, *Rspo1*, and *Gapdh* (control) genes in primary myoblasts. The input represents the relative enrichment of PAX7-Flag proteins compared to the controls (IgG and Flag-Mock). *Rspo1* (1) and *Rspo1* (2) indicate two different pairs of primers. Nuclei are stained with Hoechst (blue). Scale bars, 20  $\mu$ m.

(Soleimani et al., 2012). We hence aimed to identify the function of *Rspo1* in steady-state muscle as well as during regeneration.

## RESULTS

### Muscle Satellite Cells Express the Pax7 Target Gene *Rspo1*

To profile *Rspo1* expression in adult MuSCs, we performed immunocytochemical analysis for PAX7 and RSPO1 on myofibers isolated from extensor digitorum longus (EDL) muscles. We found that quiescent MuSCs expressed RSPO1 protein and that its expression increased following their activation (24 hr after isolation) (Figure 1A). Of note, RSPO1 was mostly cytoplasmic in quiescent MuSCs but appeared both in the cytoplasm and nucleus in activated MuSCs. In vitro analysis confirmed the expression of RSPO1 by differentiating primary muscle cells (Figure 1B).

We next tested if *Rspo1* is a direct target of Pax7 in adult myogenic cells. To this end, we determined, by chromatin immunoprecipitation (ChIP), whether PAX7 proteins interact with a putative binding site localized 35 kb upstream of *Rspo1* gene identified by ChIP coupled with deep sequencing (Soleimani et al., 2012). ChIP assays were performed using primary myogenic cell cultures expressing Pax7-Flag. They demonstrated that PAX7 proteins were bound to the *Rspo1* gene upstream regulatory region as well as to the positive controls (*Myf5* -111 kb and -57 kb enhancer regions), as relative to a mock IP and to the negative controls (Figure 1C) in muscle progenitor cells.

### *Rspo1* Is Not Required for Muscle Tissue Formation

We next investigated whether *Rspo1* plays a role in the adult skeletal muscle tissue using *Rspo1* loss-of-function mice (Chasot et al., 2008). We did not observe any phenotypic difference in skeletal muscle histology (Figure S1A) and weights (Figure S1B) of young adult (8-week-old) *Rspo1*-null compared to control mice (controls are wild-type and *Rspo1*-heterozygous mice). In tibialis anterior (TA) muscles, loss of *Rspo1* expression did not

alter the number of myofibers (Figure S1C), their size (Figure S1D), or cross-sectional area (CSA) (Figure S1E). In agreement with these findings, quantification of the number of myonuclei per myofiber (Figure S1F) and of the entire muscle CSA (Figure S1G) did not show any significant difference between the two genotypes. Furthermore, *Rspo1*-null and control animals showed similar number of Pax7-expressing MuSCs in cryosections of TA (Figure S1H), soleus, gastrocnemius, and triceps (data not shown). Immunocytochemical analysis for PAX7 and RSPO1 on *Rspo1*-null myofibers validated the specificity of the *Rspo1* antibody (Figure S1I). These results show that *Rspo1* is not required for myofiber formation, cellular organization, nor for the establishment of the MuSC population.

### ***Rspo1* Regulates Skeletal Muscle Tissue Regeneration**

To investigate the role of *Rspo1* in skeletal muscle regeneration, we injured TA muscles of control and *Rspo1*-null mice with cardiotoxin injection. During the early phase of tissue regeneration at 4 days post-injury (d.p.i.) (Figure 2A), the number of Pax7<sup>+</sup> progenitors was similar between control and *Rspo1*-null muscles (Figure 2B), but *Rspo1*-null muscles contained decreased numbers of Myogenin<sup>+</sup>-differentiating cells (Figure 2C) and of nuclei incorporated into myotubes (Figure 2D). This suggests a delay in the differentiation process. Later, at 7 d.p.i., (Figure 2E), newly formed myofibers were of a similar caliber in both genotypes (Figure 2F), but the number of Myogenin<sup>+</sup> cells inside myofibers was increased in *Rspo1*-null muscles (Figure 2G), suggesting a compensatory enhancement of fusion in *Rspo1*-null muscles. At this time point, the number of Pax7<sup>+</sup> progenitors remained similar between *Rspo1*-null and control muscles (Figure 2H). In this experimental setup, we did not observe any significant differences between male and female animals (Figure S2).

We next analyzed the morphology and cellular composition of fully regenerated muscles 62 d.p.i. (Figure 2I). Strikingly, regenerated *Rspo1*-null muscles were larger (Figures 2J) and heavier (Figure 2K) compared to control muscles. Regenerated *Rspo1*-null muscles were composed of larger myofibers (Figures 2L and 2M) containing a higher number of myonuclei (Figures 2N and 2O). Interestingly, quantification of sub-laminar MuSCs did not show any difference between both genotypes at 62 d.p.i.. To determine if improved muscle cell fusion resulted in functional changes, we compared the contractile properties of regenerated muscle in situ using an index of fatigue resistance (Figure 2P) and specific maximal force, a marker of force production capacity (Figure 2Q). These experiments indicate that regenerated *Rspo1*-null muscles, while composed of larger myofibers containing more myonuclei, are functional, because we found no reductions in the performed assays. Taken together, our results suggest that *Rspo1* is required for the proper timing of myogenic progenitor cells differentiation following injury and inhibits fusion in vivo.

### ***Rspo1* Does Not Influence Primary Myoblasts Proliferation**

To further analyze the behavior of muscle cells devoid of *Rspo1*, we cultured primary myoblasts expanded from MuSCs sorted by magnetic-activated cell sorting (MACS). *Rspo1*-null cells showed standard morphology and expressed the muscle progenitor marker M-CADHERIN (Figure S3A) (Cornelison and Wold, 1997). While

proliferating, control and *Rspo1*-null myoblasts expressed similar levels of Pax7 transcript (Figure S2C) and more than 98% of the cells expressed PAX7 protein (Figure S3B). Immunostainings for the mitosis marker phospho-HIST1H3 (Figure S3D) and the cell-cycle marker MKI67 (Figure S3E) did not reveal any differences in proliferation between *Rspo1* null and control cells. Likewise, quantification of the proportion of cells engaged in S-phase by 5-ethynyl-2'-deoxyuridine (EdU) incorporation assay (Figure S3F) did not show any difference between control and *Rspo1*-null cells in either high serum (Figure S3G) or low serum (Figure S3H) culture conditions. Our results demonstrate that *Rspo1* is not required for myogenic progenitor expansion from MuSCs.

### ***Rspo1* Positively Controls Muscle Cell Differentiation through the Canonical Wnt/ $\beta$ -Catenin Pathway**

We further induced *Rspo1*-null and control primary myoblasts to differentiate in vitro and quantified the number of myocytes expressing MYOGENIN at different time points (Figure 3A). Similar to our in vivo observations, *Rspo1*-null myocytes showed a significant differentiation delay compensated after 2 days in differentiation medium (Figure 3B). To understand the molecular mechanisms regulated by *Rspo1* in muscle cells, we analyzed gene expression of *Rspo1*-null and control myocytes using Affymetrix microarrays. The expression data identified downregulation of a large number of genes implicated in skeletal myogenesis in *Rspo1*-null cells (Figure 3C). The Ingenuity Pathway Analysis (IPA) software identified MyoD as the most prominent downregulated upstream regulator (Figure 3D). We further validated the downregulation of *MyoD* expression by qRT-PCR (Figure 3E).

The transcriptome analysis further highlighted a downregulation in the expression of a set of genes implicated in canonical Wnt pathway in *Rspo1*-null cells (Figure 3F). We validated reduced expression levels of the  $\beta$ -catenin target genes *Fst* (Figure 3G) and *Bmp2* (Figure 3H) by qRT-PCR. We then investigated if Wnt/ $\beta$ -catenin target genes expressions could be induced in *Rspo1*-null cells following exogenous ligand stimulation. Following WNT3A protein treatment, control myocytes exhibited elevated expression of the  $\beta$ -catenin responsive genes *Fst*, *Gja5*, and *Tgfb2* (Figures 3I, 3K, and 3M) (Rudolf et al., 2016). In contrast, *Rspo1*-null myocytes did not respond to exogenous WNT3A stimulation (Figures 3J, 3L, and 3N). Quantification of active- $\beta$ -CATENIN proteins in nuclear and cytoplasmic fractions (Figure 3O) showed that  $\beta$ -CATENIN was de-phosphorylated and translocated to the nuclei following WNT3A stimulation only in control cells (Figure 3P). Because activation of Wnt/ $\beta$ -catenin signaling is required in muscle progenitor cells to support differentiation (Rudolf et al., 2016), we hypothesized that a lack of  $\beta$ -CATENIN activation in *Rspo1*-null myocytes could explain the observed delay in differentiation. To stabilize  $\beta$ -CATENIN proteins in muscle cells, independently of the extracellular ligands, we used the small molecule CHIR99021 to inhibit GSK3 and subsequently the  $\beta$ -catenin destruction complex. Quantification of the number of differentiated cells showed that CHIR99021-mediated activation of the Wnt/ $\beta$ -catenin pathway, which acts downstream of the receptor, restored a control state of differentiation in *Rspo1*-null cells (Figure 3Q). Moreover, treatment of *Rspo1*-null myoblasts with CHIR99021 rescued the expression of the  $\beta$ -catenin target

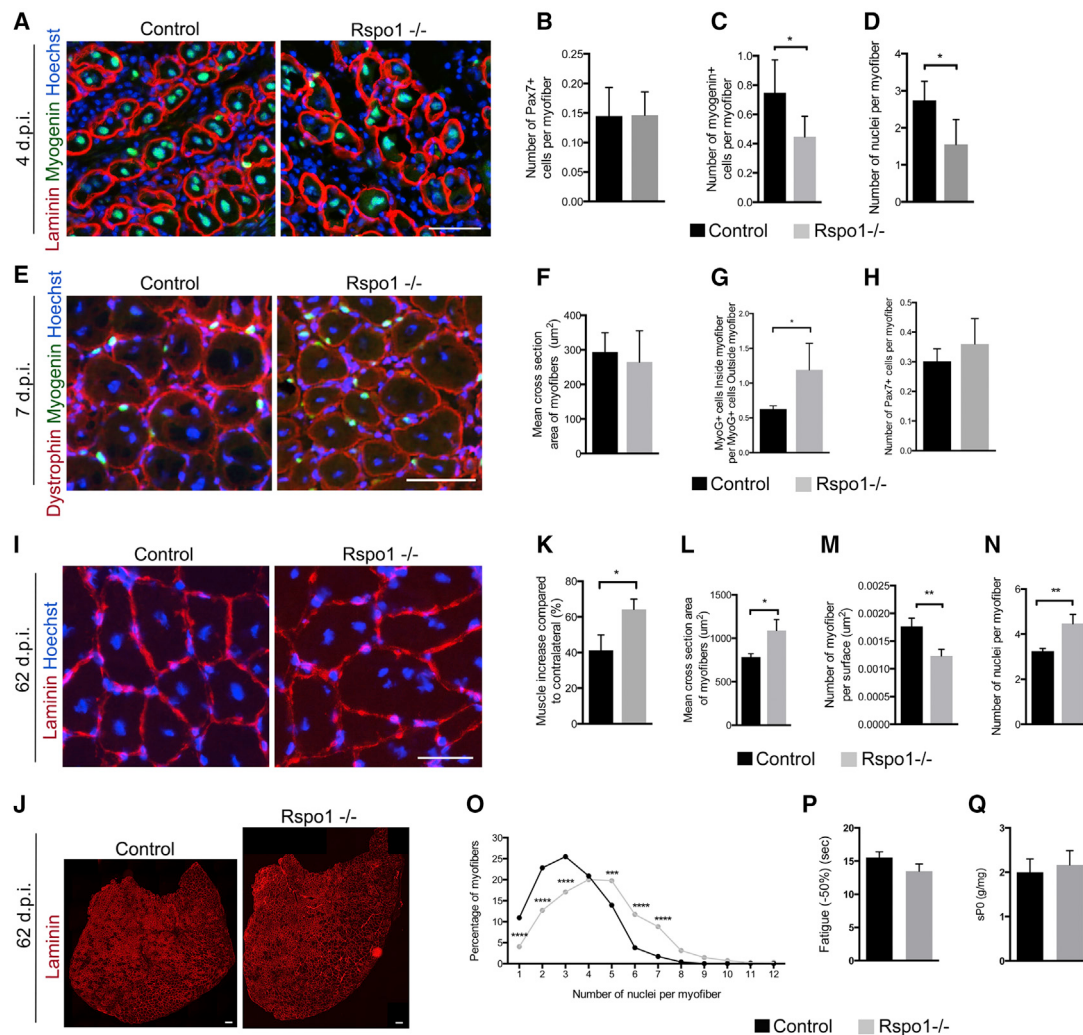

**Figure 2. *Rspo1*-null Muscles Show Enhanced Regeneration Caused by a Delay of Muscle Progenitor Cell Differentiation and an Improved Fusion**

(A) LAMININ (red) and MYOGENIN (green) immunolocalization in TA muscles at 4 d.p.i. (B–D) Quantification of the number of PAX7-positive cells (B), MYOGENIN-positive cells (C), and myonuclei (D) per myofiber 4 d.p.i. (E) DYSTROPHIN (red) and MYOGENIN (green) immunolocalization at 7 d.p.i. (F) Mean CSA of myofibers in TA muscles at 7 d.p.i. (G) Quantification of the number of MYOGENIN-positive cells inside the myofibers showing a higher proportion of fused nuclei at 7 d.p.i. in *Rspo1*-null mice. (H) Quantification of the number of PAX7-positive cells per myofiber at 7 d.p.i. (I and J) LAMININ (red) immunolocalization on muscle sections at 62 d.p.i. (I) and a whole cross-section of regenerated 62 d.p.i. muscles (J). Images are virtual slides automatically assembled by the Axio Scan.Z1 microscope. (K and L) Quantification of TA muscle weights (K) and mean CSA (L) at 62 d.p.i. (M and N) Number of myofibers per surface unit (N) and of nuclei per myofiber (M) at 62 d.p.i. (O) Distribution of the percentage of myofibers depending on their nuclear number at 62 d.p.i. (P and Q) Fatigue resistance index (P) and specific maximal force (Q) of 62 d.p.i. muscles. Nuclei are stained with Hoechst (blue). Scale bars, 50 μm (A and E); 35 μm (I); 150 μm (J). Error bars indicate SD. \*p value < 0.05; \*\*p value < 0.01.

genes (Figure S4). Taken together, our data suggest that RSP01 is required for the activation of the canonical Wnt pathway during myogenic differentiation.

### *Rspo1* Limits Cell Fusion

We next investigated muscle cell fusion in *Rspo1*-null and control primary myocytes. After 4 days in differentiation media, control

myocytes fused and generated both small and large myotubes, while *Rspo1*-null cells generated much larger syncytia (Figure 4A). Consequently, the number of myotubes per surface was reduced in *Rspo1*-null cultures (Figure 4B), and the average diameter of *Rspo1*-null myotubes was higher compared to control myotubes (Figure 4C). Graphical distribution of myotube size further demonstrated that this increase was homogeneous and

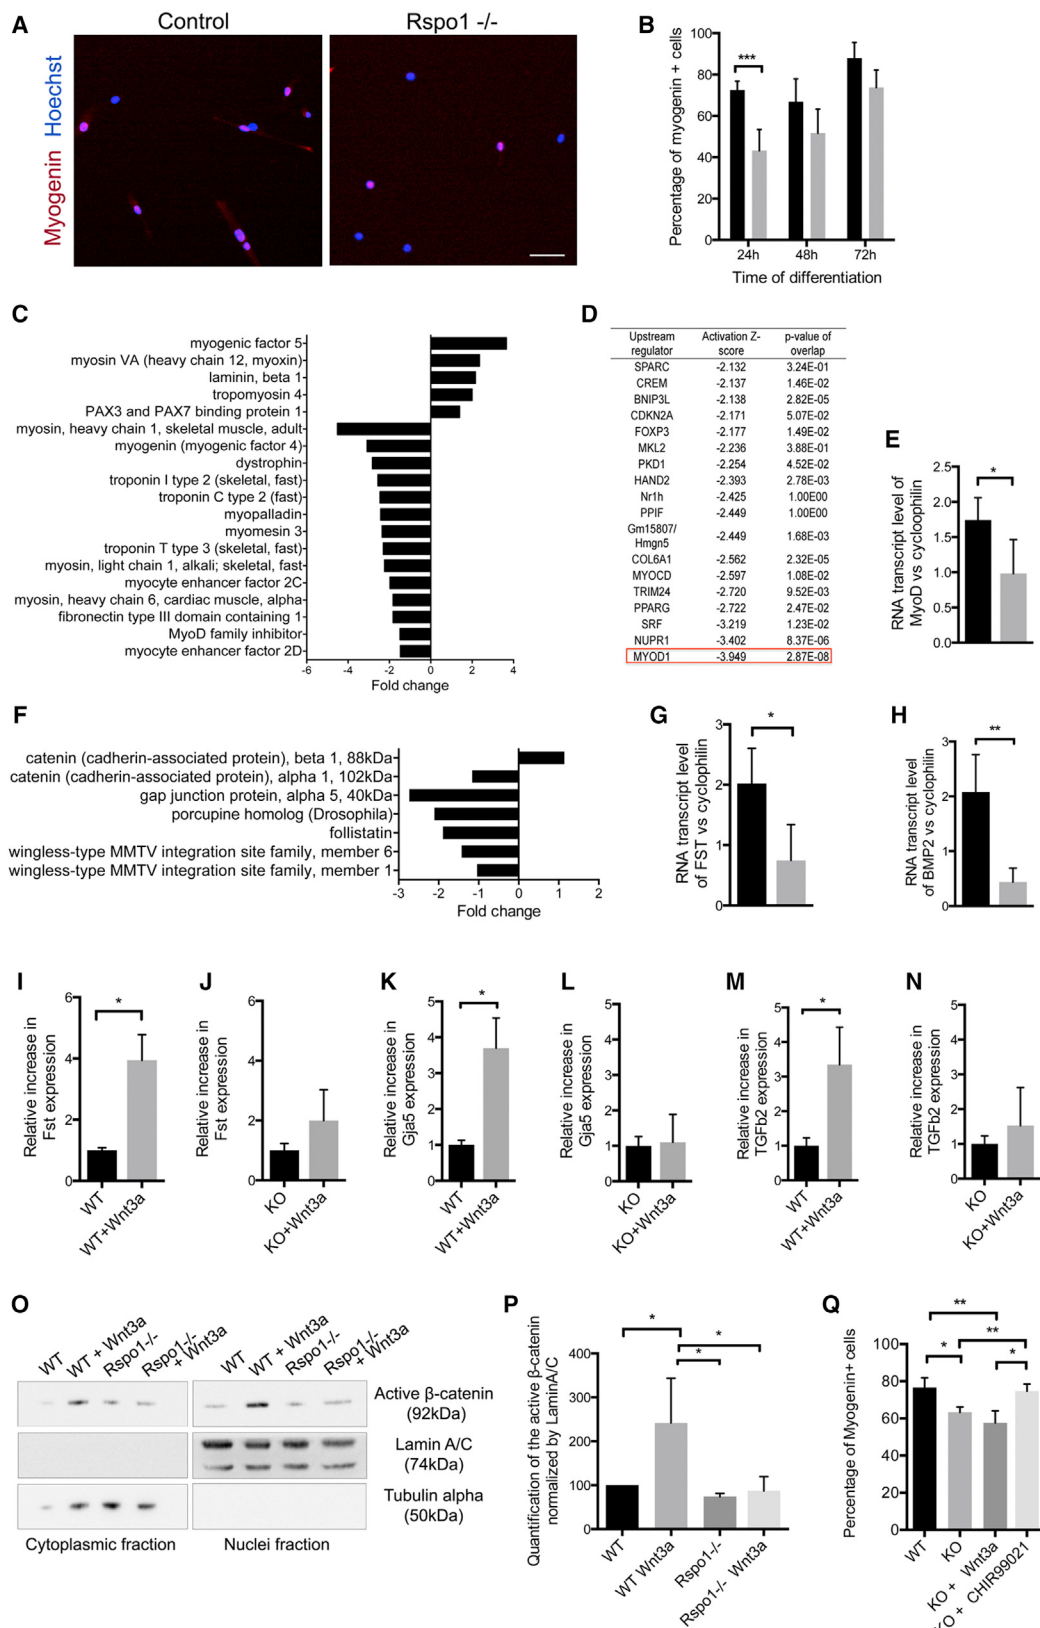

(legend on next page)

not due to the appearance of a specific sub-population (Figure 4D). Importantly, while the percentage of nuclei that underwent fusion was similar in cultures of both genotypes (Figure 4E), we observed a significantly higher proportion of myotubes containing more than seven nuclei in *Rspo1*-null cultures (Figure 4F). We next treated myocytes after 24 hr of differentiation with CHIR99021 and let them fuse for 2 more days in vitro. CHIR99021 treatment completely abolished muscle cell fusion of both control and *Rspo1*-null cells (Figures 4G and 4H). These observations indicate that even though canonical Wnt signaling is required for proper commitment to the differentiated state, it is inhibitory for myocyte fusion. Our results indicate that *Rspo1* negatively regulates muscle cell fusion and that its absence leads to the generation of larger myotubes containing more nuclei.

### ***Rspo1* Negatively Regulates the Non-canonical Wnt7a/Fzd7 Pathway**

Our data suggest that *Rspo1* has contradictory roles in muscle progenitor cell differentiation and fusion. We thus hypothesized that *Rspo1* depletion could also impact the non-canonical Wnt pathway. It is known that WNT7A stimulates the migration of MuSCs and primary myoblasts through RAC1 activation (Bentzinger et al., 2014). We thus validated that WNT7A stimulation of wild-type differentiating myocytes results in enhancement of muscle fusion, as shown by increased myotube size (Figure S5A) and a higher number of myonuclei (Figures S5B and S5C). As such, upregulation of non-canonical Wnt7a signaling could explain the increased fusion we observed in *Rspo1*-null muscle cells.

To test this hypothesis, we performed scratch-wound assays (Figure 5A) and observed that *Rspo1* deficiency increased myocyte migration (Figure 5B). Time-lapse imaging on single myofibers (Otto et al., 2011) showed that *Rspo1*-null MuSCs has lower velocity than control cells (Figure 5C). Interestingly, time-lapse imaging of myocytes in wound assays revealed that *Rspo1* deficiency significantly increased both the mean velocity (Figure 5D) and the minimum speed (Figure 5E) of migrating cells. These results indicate that *Rspo1* inhibits the motility of myogenic progenitor cells, but not MuSCs, during directed migration.

The major receptor of WNT7A in myogenic cells is FRIZZLED7 (FZD7) (Le Grand et al., 2009) that accumulates at the periphery

of moving cells during migration (Bentzinger et al., 2014). Immunolocalization of FZD7 in primary myocytes demonstrated that while few cells show FZD7 accumulation in control and WNT3A-treated conditions, FZD7 staining appeared polarized in both WNT7A-treated cells and *Rspo1*-null cells (2-fold increase) (Figure 5F). We also observed a slight increase in *Fzd7* gene expression in *Rspo1*-null cells (Figure 5G). Altogether, these results suggest an enhancement of non-canonical Wnt7a/Fzd7 signaling in *Rspo1*-null cells.

We next transfected both control and *Rspo1*-null cells with small interfering (siRNA) directed against *Fzd7* (Figure 5G). We quantified the number of migrating cells in scratch wound assays (Figure 5H) and observed that siFzd7 treatment decreased cell migration in both control and *Rspo1* null cells. Importantly, *Rspo1*-null cells treated with siFzd7 migrated at a rate similar to control cells, indicating that the increase in cell motility observed in *Rspo1*-null cells was related to an increase in Wnt7a/Fzd7 signaling (Figure 5I). We then differentiated control and *Rspo1*-null myocytes in control and *Fzd7* silencing conditions or in the presence of RAC1 inhibitor EHOp-016 (Montalvo-Ortiz et al., 2012) (Figure 5J). Strikingly, treatment of *Rspo1*-null cells with either siFzd7 or EHOp-16 restored the proportion of large myotubes containing more than seven nuclei to a percentage similar to untreated control cells (Figure 5K). Interestingly, siFzd7 treatment resulted in a small reduction in fusion index in both controls and *Rspo1*-null cells (Figure 5L).

In summary, our results demonstrate that *Rspo1* negatively regulates muscle cell migration and fusion by dampening non-canonical Wnt7a/Fzd7/Rac1 pathway. Our data suggest that, in MuSC progeny, *Rspo1* integrates antagonistic Wnt pathways for fine-tuning of muscle architecture during tissue repair.

## **DISCUSSION**

In most mammalian tissues, the R-spondin family of secreted proteins positively regulates the canonical Wnt signaling pathway. Canonical Wnt signaling plays an important role in adult muscle regeneration by allowing for the timely differentiation of MuSC descendants during tissue repair (Figeac and Zamboni, 2015; Rudolf et al., 2016). Here, we show that the absence of *Rspo1* expression significantly affects myogenic progenitor cell differentiation both in vitro and in vivo and is associated with a

### **Figure 3. *Rspo1*-null Cells Have a Differentiation Defect Due to an Impaired Activation of the Wnt/ $\beta$ -Catenin Pathway**

(A) MYOGENIN (red) immunolocalization in control and *Rspo1*-null myocytes. Scale bar, 50  $\mu$ m.

(B) Quantification of differentiated cells.

(C) List of genes involved in muscle development and regulated by *Rspo1* depending on their fold change in gene expression in *Rspo1*-null versus control myocytes.

How the deposited data were processed for this re-analysis (not part of the article)

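Gene expression was measured on 4 GeneChip Mouse Gene 2.1 ST arrays, 2 labelled wild-type and 2 labelled Rspo1-null. The authors deposited log2 values, 1 per gene and array; the supplementary methods name R software for the normalization and the submitters' processing notes name RMA and Partek, without versions. Genotypes and replicate numbers were taken from the samples' labels, and no array was moved to another group. The supplementary methods compare expression levels by one-way ANOVA and select genes at a p under 0.05, with no adjustment named; this comparison is called the methods' test here.

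From the deposited log2 values, rows were named through the platform's gene table, and for the 4 symbols with more than 1 row the row with the highest mean was kept. The comparison, Rspo1-null minus wild-type, was made with limma 3.58.1 in R 4.3.3, without a block, with Benjamini-Hochberg adjustment over 24011 genes. Gene lists were tested with camera at a preset correlation of 0.01, adjusted over 24 lists, with an estimated correlation and fry as alternatives; no list passed an adjusted p of 0.05 with any of the 3. The lists cover the genes of Figures 3C and 3F, the sarcomere, excitation-contraction coupling, MyoD targets, differentiation regulators, satellite cells, fusion, canonical Wnt targets and components, non-canonical Wnt signaling, the cell cycle, matrix, BMP and TGF-beta signaling, SRF targets, stress, interferon, markers of 6 other cell types and sex-linked genes. Genes named in the text are those of Figures 3C and 3F and others the paper names, the 10 largest changes in each direction among genes whose groups do not overlap and that are not dim, and up to 4 members of each list and direction past an unadjusted p of 0.05. Mymk, Axin2 and Lef1, genes named for their levels in single arrays (Ckm, Top2a, Xist and Eif2s3y), the neighbors of Prr32 (Dcaf12l2 and Apln) and the fibroblast genes Dcn, Lum and Pdgfra lie outside this rule and were chosen after their values were seen. Gene order around Rspo1 came from the RefSeq annotation of the mouse assembly GRCm38.p6.

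The fit was tested on simulated data for the 2 against 2 comparison over 24011 genes. Of 50 genes changed by 1 on the log2 scale, 0 passed an adjusted p of 0.05 and 47 an unadjusted one; of 50 changed by 2, 20 passed the adjusted threshold, and of 50 changed by 4, 43 did. The methods' test passed 0 at any size after adjustment. Noise was drawn for each gene on its own, without the structure that the real arrays share across genes. In the simulation 5.539% of the unchanged genes passed an unadjusted limma p of 0.05, against 3.165% of all genes in the real arrays. The power in the real arrays may therefore be lower than these counts. The lists, the rules and all alternatives apart from the sex block, the estimated correlation in fits that leave out 1 array and the other groupings of the arrays were set before the data were examined. The bars of Figures 3C and 3F were read by eye and had been seen when their lists were written. Some other lists hold genes of these figures too, such as Myog among the MyoD targets and Fst among the canonical Wnt targets.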

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

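All tests of explanations in this part were chosen after the results were seen.

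Muscle genes part the 4 arrays across the labelled genotypes: 40 of 50 sarcomere genes fixed beforehand were lower in both arrays labelled wild-type 2 and Rspo1-null 1 than in both arrays labelled wild-type 1 and Rspo1-null 2. Fibroblasts mixed into the former pair are argued against as the whole cause, since they would dilute all muscle cell transcripts: the sarcomere genes fell there by a median of 0.951 (log2), while the 30 satellite cell and myoblast genes above background had a median of 0.156 (SD of the genes 0.677), with Pax7 higher by 1.27 and Myf5 by 1.87, and the fibroblast transcripts Dcn, Lum and Pdgfra reached at most 3.27, under the background level of 4.69; the paper purified the satellite cells by MACS and reports that nearly all proliferating myoblasts held PAX7 protein. An exchange of labels between 1 wild-type and 1 Rspo1-null array cannot be told apart from the labels as given. Rspo1 differed by 0.0423 (standard error 0.246) between these pairs and by -0.46 between the labelled genotypes. The former value less 2 standard errors, -0.45, lies just above the latter. Rspo1 is, however, a single gene at a low level whose probes' place against the deleted part is not known. Prr32 also parts the arrays by label, with no known tie to Rspo1 in the sources used here. It was picked for its low p between the labels, and 31.2% of all genes part the arrays by label. That share takes no account of size, and Prr32 differed by at least 4.03 (log2). As 1 gene picked from many, Prr32 cannot decide on an exchange. The sex of the donors, or another difference between their cultures, cannot be told apart from an exchange either. Each sex holds 1 array of each label, and the 40 genes follow the sex-linked transcripts. The paper reports no difference in muscle regeneration between male and female Rspo1-null mice, a measure in animals and not in these cultures. A minor admixture of fibroblasts in the former pair, as part of the cause, stays open too. The 6 fibroblast markers above background had a median of 0.444 (standard error of the mean 0.215) there, against -0.14 for all 18. The bars of Figures 3C and 3F follow the grouping into these pairs and not the labels, with 26 of 26 within a fold change of 0.1 (largest gap 0.083) against 2 of 26 as labelled, so the paper's values and the deposited labels part the arrays in different ways, but the bars do not show which way carries the true genotypes; in the paper, Rspo1-null cells had lower MyoD and Fst by qRT-PCR and reached MYOGENIN expression later in culture. In direction, these measures go with the difference of the former pair from the latter. Myod1 had -0.23, Fst -0.92 and Myog -1.62 there, against 0.23, 0.11 and 0.51 as labelled. Fst and Myog are among the genes of the bars, which already follow this grouping, so they are no independent support. Myod1 barely parts the pairs, with 10.07 in both arrays numbered 1. The paper's MYOGENIN measure counts stained cells and not RNA. The paper's similar Pax7 transcript and MKI67 staining are from proliferating myoblasts, and the arrays' labels give 24 h of differentiation. They can therefore not decide between the groupings. Pax7 had 0.52 (standard error 0.61) and Mki67 0.22 (standard error 0.44) as labelled, against 1.27 and 0.90 between the pairs. The pairs also part 33 of 42 cell cycle genes. Similar EdU uptake of both genotypes, reported in low serum too, lies nearer to the labels, but its time in low serum is not given. The paper's lower Bmp2, dim here, and higher Fzd7 decide nothing, both genes being lower in either grouping.

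Xist, which the paper does not discuss, was higher by 6.17 on the log2 scale in the 2 arrays that carry it than in the others, which lay below background, so by at least 5.69.

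The next genes lie outside those the paper discusses and differed between the labelled genotypes at an unadjusted p under 0.001 in limma, with none past the adjusted threshold. Trbc2 differed by 2.78 on the log2 scale and Igfbp5 by -1.67. Prr32 differed by -5.15 and Gm3428 by -1.71 as measured, but both Rspo1-null arrays lay below the background level of 4.69, so that these are bounds, at least 4.03 and at least 0.724 lower against that level.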

How the results depend on the processing

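The sex block, the estimated correlation in fits that leave out 1 array and the other groupings of the arrays were chosen after seeing the data. The remaining alternatives were planned. Under every alternative that keeps the labels, the number of genes past an adjusted p of 0.05 stayed at 0. At the unadjusted threshold it was 280 with dim genes left out, 400 with the replicate block and 1284 with the sex block, against 760, and from 540 to 1711 when 1 array was left out, the highest without the array labelled wild-type 2. The deviations of same-numbered arrays correlated at -0.358, so the numbers do not pair the arrays. The sex block is the crossed pairing, whose correlation is the same value with the other sign and so adds no further evidence. Under an exchange of labels this block would take out the genotype itself. Rspo1 had -0.46, and -0.41 with median centring and -0.44 with cyclic loess, where its unadjusted call held; an intensity trend and the replicate block, which cannot move the difference, gave an unadjusted limma p of 0.0569 and 0.0664; with 1 array left out it ranged from -0.53 to -0.40 and lost its call in 3 of 4 such fits, while without the array labelled wild-type 1 its unadjusted limma p lay just under the threshold, at 0.05 after rounding. Among the 26 genes of Figures 3C and 3F, 0 passed the unadjusted threshold, 2 did with the sex block, Myog and Mdfi, and 0 to 1 with 1 array left out.

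Gene lists moved with the array left out, where the lone array is assumed to vary like the other group and the cause was not tested beyond the values per array. The median ranged from -0.38 to 0.40 for Figure 3C muscle genes, -0.44 to 0.57 for sarcomere genes, -0.43 to 0.41 for excitation-contraction coupling genes, -0.32 to 0.56 for MyoD target genes, -0.012 to 0.27 for SRF target genes, -0.30 to 0.41 for cell cycle genes, -0.057 to 0.13 for extracellular matrix genes and -0.21 to 0.27 for myogenic differentiation regulators. For the Figure 3F Wnt genes it ranged from -0.37 to 0.14 and for canonical Wnt targets from -0.19 to -0.03, with no call. List calls in these fits rest on the preset correlation: with an estimated one no list passed (smallest adjusted p = 0.816), and none passed under the other alternatives. Of the single named genes, 0 changed direction past the threshold. The background level was 3.25 at the 75th percentile. About 48.9% of the genes are dim, and differences among them are limited by the background.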

Differences from the paper's values

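The values below are signed fold changes, Rspo1-null against wild-type as the arrays are labelled, where a minus sign marks the inverse of a fold below 1, set beside bars of Figures 3C and 3F read by eye. Of 26 bars, 20 differ in direction or by more than the larger SD of the log2 values within a genotype. Those of Myf5, Tpm4, Mef2c, Ctnnb1, Wnt6 and Wnt1 do not. This SD can be wide, so Myf5 counts as not differing with 1.35 against a bar of about 3.7. Values called brought together below have the same direction and lie within this SD, and need not be equal. Without wild-type 2, Myh1 had -1.69 against a bar of about -4.5, with an SD of 1.86.

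In Fig. 3C the paper's bar is about 2.4 for Myo5a where the arrays gave 1.25; of the alternatives set before the data were examined, only median centring, leaving out wild-type 2 and leaving out Rspo1-null 2 brought the values together.

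In Fig. 3C the paper's bar is about 2.2 for Lamb1 where the arrays gave 1.13, about -2.8 for Dmd where the arrays gave 1.23, about -2.5 for Tnnc2 where the arrays gave 1.21, about -2.4 for Mypn where the arrays gave -1.08, about -2.4 for Myom3 where the arrays gave -1.16, about -2.3 for Tnnt3 where the arrays gave 1.02, about -1.9 for Myh6 where the arrays gave -1.08, about -1.9 for Fndc1 where the arrays gave -1.14 and about -1.5 for Mef2d where the arrays gave 1.00; of the alternatives set before the data were examined, only leaving out wild-type 2 and leaving out Rspo1-null 2 brought the values together.

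In Fig. 3C the paper's bar is about 1.4 for Paxbp1 where the arrays gave -1.09; of the alternatives set before the data were examined, only leaving out Rspo1-null 2 brought the values together.

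In Fig. 3C the paper's bar is about -4.5 for Myh1 where the arrays gave 1.47 and about -2.3 for Myl1 where the arrays gave 1.24; of the alternatives set before the data were examined, only leaving out wild-type 2 brought the values together.

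In Fig. 3C the paper's bar is about -3.1 for Myog where the arrays gave 1.43 and about -1.5 for Mdfi where the arrays gave 1.38; of the alternatives set before the data were examined, none brought the values together.

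In Fig. 3C the paper's bar is about -2.6 for Tnni2 where the arrays gave -1.19; of the alternatives set before the data were examined, only quantile normalization, cyclic loess, leaving out wild-type 2 and leaving out Rspo1-null 2 brought the values together.

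In Fig. 3F the paper's bar is about -1.2 for Ctnna1 where the arrays gave 1.00, about -2.7 for Gja5 where the arrays gave 1.06 and about -1.9 for Fst where the arrays gave 1.08; of the alternatives set before the data were examined, only leaving out wild-type 2 and leaving out Rspo1-null 2 brought the values together.

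In Fig. 3F the paper's bar is about -2.1 for Porcn where the arrays gave -1.09; of the alternatives set before the data were examined, only quantile normalization, cyclic loess, leaving out wild-type 2 and leaving out Rspo1-null 2 brought the values together.

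Grouping the arrays labelled wild-type 2 and Rspo1-null 1 against those labelled wild-type 1 and Rspo1-null 2, a grouping chosen after seeing the values that goes against the labels, gave fold changes within 0.1 of all 26 bars, with a largest gap of 0.083, and drops none of them; as labelled, 2 of the 26 lay within 0.1, and with the arrays numbered 2 against those numbered 1 also 2, where a fold of 1 and of -1 count as equal.

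The paper states that many genes of skeletal myogenesis and a set of canonical Wnt genes are lower in Rspo1-null cells. As labelled, 7 of the 19 genes of Figure 3C and 2 of the 7 genes of Figure 3F had a lower mean in the Rspo1-null arrays, and 0 of either passed an unadjusted p of 0.05 in limma or in the methods' test. The bars themselves show Myf5, Myo5a, Lamb1, Tpm4 and Paxbp1 of Figure 3C and Ctnnb1 of Figure 3F as higher, so a lower mean is not what the paper gives for every gene.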

Other observations

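Of 42 genes of the cell cycle, 0 passed an unadjusted p of 0.05 in limma between the labelled genotypes, and the median log2 difference was 0.05 (camera adjusted p = 0.512). It was -0.30 without the array labelled Rspo1-null 1 and 0.41 without Rspo1-null 2. List calls in these fits were lost with an estimated correlation, chosen after seeing the data, which is no independent check with so few arrays. By sex-linked transcripts, 33 of the 42 were higher in both arrays with Xist than in both others. Top2a, a topoisomerase of dividing cells, had 6.93 and 7.25 in the arrays labelled wild-type 2 and Rspo1-null 1 and 5.66 and 5.45 in those labelled wild-type 1 and Rspo1-null 2. Of 35 genes of satellite cells and myoblasts, only Sdc3 passed the unadjusted threshold, with 0.67 (standard error 0.23), and Pax7 had 0.52 (standard error 0.61). Among 49 genes of fusion, only Tanc1 passed it, with 0.47 (standard error 0.17), while Mymk, the fusogen myomaker, had 0.04 (standard error 0.45). Smad7, an inhibitor of TGF-beta and BMP signaling, had 0.69 (standard error 0.15) and Smad7 and Grem1 were the 2 of 29 BMP and TGF-beta genes that passed it.

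In the non-canonical Wnt list, 1 of 38 genes passed the unadjusted threshold, the receptor Fzd6, with -0.49 (standard error 0.18). Fzd7, for which the paper reports slightly higher expression in Rspo1-null cells by qPCR, had -0.63 (standard error 0.29), the opposite direction, and did not pass it; Rac1 had 0.05 (standard error 0.25), and Wnt7a was dim. Medians of the remaining lists were 0.03 for differentiation regulators, 0.07 for matrix genes, -0.04 for interferon response genes and -0.03 for sex-linked genes, and for markers of other cell types 0.08 for fibroblasts, -0.11 for endothelial cells, -0.12 for blood cells, 0.16 for smooth muscle and pericytes, -0.06 for glia and -0.11 for adipocytes; of these, Timp3 in the matrix list and the dim Adgre1 and Cd52 among the blood cell markers passed the unadjusted threshold. Among the fibroblast markers, Dcn, Lum and Pdgfra were dim.

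The 4 arrays can be parted into 2 and 2 in 3 ways, too few for a share under 0.05. At an unadjusted p under 0.05, limma gave 760 genes for the labelled genotypes and 510 for the arrays numbered 1 against those numbered 2. For the arrays labelled wild-type 2 and Rspo1-null 1 against the others it gave 2682, with 3 past an adjusted p of 0.05. The sex-linked transcripts part the arrays in this same way, so genes such as Xist differ there by the sex of the donors. The 3 genes are therefore no separate support. The larger count points to a structure of the samples other than the labels, and how far sex accounts for it was not tested.

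Of the 100 tested genes nearest to Rspo1 in gene order, 3% passed the unadjusted threshold, against 3.16% of all other genes (Fisher's exact test, two-sided, p = 1). Among the 50 nearest it was 6% (p = 0.21 from the same exact test) and among the 200 nearest 4% (p = 0.419). Around Prr32, a region chosen after its values and those of its neighbor Dcaf12l1 were seen, 3 of the 20 nearest genes passed (Fisher's exact test, two-sided, p = 0.024), Dcaf12l1 and the dim Dcaf12l2 with lower and Apln with higher values in the Rspo1-null arrays, and 11 of the 20 were dim; the 3 do not move one way, and the region was chosen on its values, so this p is not independent of the choice.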
